# Transcriptional Response in a Sepsis Mouse Model Reflects Transcriptional Response in Sepsis Patients

**DOI:** 10.3390/ijms23020821

**Published:** 2022-01-13

**Authors:** Florian Rosier, Nicolas Fernandez Nuñez, Magali Torres, Béatrice Loriod, Pascal Rihet, Lydie C. Pradel

**Keywords:** sepsis, mouse models, patients, lipopolysaccharide, microarray, monocytes/macrophages

## Abstract

Mortality due to sepsis remains unacceptably high, especially for septic shock patients. Murine models have been used to better understand pathophysiology mechanisms. However, the mouse model is still under debate. Herein we investigated the transcriptional response of mice injected with lipopolysaccharide (LPS) and compared it to either human cells stimulated in vitro with LPS or to the blood cells of septic patients. We identified a molecular signature composed of 2331 genes with an FDR median of 0%. This molecular signature is highly enriched in regulated genes in peritoneal macrophages stimulated with LPS. There is significant enrichment in several inflammatory signaling pathways, and in disease terms, such as pneumonia, sepsis, systemic inflammatory response syndrome, severe sepsis, an inflammatory disorder, immune suppression, and septic shock. A significant overlap between the genes upregulated in mouse and human cells stimulated with LPS has been demonstrated. Finally, genes upregulated in mouse cells stimulated with LPS are enriched in genes upregulated in human cells stimulated in vitro and in septic patients, who are at high risk of death. Our results support the hypothesis of common molecular and cellular mechanisms between mouse and human sepsis.

## 1. Introduction

Sepsis is defined as an organ dysfunction caused by trauma and/or infection [1]. Sepsis results from a complex dysregulation of inflammation inducing the incapacity of the host to control an infection [2,3]. An exacerbated response of the immune system injures its own tissue and induces severe sepsis (sepsis with organ dysfunction) and septic shock, the dreaded complications of this pathology. The kinetics of the inflammatory response are not well understood [4]. An initial hyperinflammatory state induces early death. Originally, an immunosuppressive response was supposed to occur after the hyperinflammatory phase of sepsis, but evidence has shown that the anti-inflammatory response occurs at the same time as the pro-inflammatory response. The problem would therefore lie in the persistent state of immunosuppression leading to an increased risk of late mortality [5,6,7,8]. Sepsis is therefore difficult to treat because it is a multifactorial disease characterized by a dynamic clinical course. The clinical outcome is variable as it depends on several factors such as the pathophysiological process, the environment, and the genetic background, as well as the co-morbidity of the affected patients [8,9]. The prevalence of the disease is higher in low- and middle-income countries [10,11]. According to the World Health Organization (WHO), sepsis affects between 47 and 50 million people per year, leading to 11 million deaths ([12], WHO Report on the burden of endemic health care-associated infection worldwide, 21 November 2017 15:11:22 2011). Sepsis can occur after any infection, including bacterial, parasitic, or viral diseases such as malaria or COVID-19. Murine models remain very useful to decipher the main causes of sepsis [13,14]. Mouse models can be classified into three groups: (i) toxin administration, (ii) administration of live pathogens, and (iii) endogenous barrier decay after cecum ligation and puncture [13]. However, the relevance of the mouse model is still under debate [13,15,16,17,18,19,20,21]. Among these different mouse models, the direct injection of toxins such as LPS into the blood, peritoneum or lung induces a strong inflammatory response that mimics the innate immune system in humans [17,21,22,23]. The advantage of this method allows technical ease and a reproducible response of the immune system with the injection of a controlled amount of toxin. LPS is a major component of most Gram-negative bacteria [23]. When mice injected with LPS are used as a model for sepsis, it is usually injected intraperitoneally into the mouse, and several studies reported similarities between this model and the human sepsis [17]. Nevertheless, the similarities of transcriptional responses in humans and mice are widely discussed [24,25]. Herein we investigated the transcriptional response in this mouse model and compared it with gene expression profiles obtained in humans [26,27,28]. Our transcriptomic study using cells extracted from the peritoneal cavity after LPS injection in mice provides evidence that the transcriptional response in mice reflects both the response of human blood cells to bacteria and the risk of mortality in patients with sepsis.

## 2. Results

### 2.1. Microarray Gene Expression Profiling

Experimental design and data analysis were carried out as shown in Figure 1. 

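Peritoneal cells of 12 C57BL/6SJL mice were profiled with 1 array per mouse. Of these, 4 were control mice (T0), 4 were killed 1 h after the injection (T1) and 4 were killed 40 h after it (T2). The paper's text describes the T0 mice as not injected, while the legend of Figure 1 speaks of mice injected with PBS or LPS. The injection was intraperitoneal and gave 200 µL with 35 mg/kg of lipopolysaccharide (LPS) of *Pseudomonas aeruginosa*, a component of the outer membrane of Gram-negative bacteria. On these Agilent arrays each spot carries copies of 1 short DNA probe, and its fluorescence measures how much labelled RNA bound to it. For each array the authors deposited the output of the scanner software, with the mean signal, a background-subtracted processed signal and quality marks for each of 62976 spots, without normalization between arrays. A further deposited table holds the authors' log2 signals after quantile normalization. The values given with the results were computed from the mean signals, which were log2-transformed and quantile normalized over all spots. The 3671 control spots were then dropped, spots that the scanner software marked as outliers were left out, and spots of the same probe were averaged, which gave 55681 probes. A probe was tested when it was well above background on all 4 arrays of at least 1 group, and 22330 probes of 16789 genes, lincRNAs included, passed. The share of spots well above background was between 39.0 and 46.4% at T0 (median 42.6%), between 40.7 and 44.8% at T1 (median 43.3%), and between 37.5 and 49.3% at T2 (median 44.6%). The number of arrays limits the precision of every value. Groups were compared with the limma package, and p-values were adjusted by the Benjamini-Hochberg method over all tested probes, or over all tested genes for the genes of a list, each taken with 1 probe. For 4 mice against 4, the smallest p that a two-sided exact permutation test can give is 0.0286. The arrays lay on 3 slides, of which the one with T0 replicate 2 and T1 replicates 1 and 2 held no T2 array.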

In order to identify genes modulated by LPS injection, we isolated the peritoneal cells from 8 mice during the inflammatory peak 1 h after the injection (*n* = 4) and just before death, 40 h after LPS injection (*n* = 4), and from 4 control mice that were not injected with LPS. The RNA samples were further extracted and used for microarray gene expression profiling and qPCR experiments.

As many as 62,976 probes corresponding to 39,430 coding RNAs and 16,251 LincRNAs were used to detect mRNA expression levels for each RNA sample using a SurePrint G3 Mouse Gene Expression 8 × 60 K v2 Microarray Kit, and the data were analyzed using “AgiND” library loaded into “R” for standardization. Probes with intensity values below the background noise were filtered out, resulting in 25,880 probes, which were used for differential expression analysis. 

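The deposited table of normalized values holds 25880 spots. Besides control spots, they belong to 23360 probes. All 24467 spots that were well above background on the 4 arrays of at least 1 group are in that table. Its array medians lay between 8.23 and 8.29 on the log2 scale. Among spots well above background, the rank correlation between this table and the processed signal of the same array was at least 0.992 on each array. Among the table's other spots it lay between -0.05 and 0.05, so its dim values did not follow the processed signal. Both are correlations across spots, which are not independent replicates.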

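The expression of 10305 of the tested probes differed among T0, T1 and T2 by limma's F-test at an adjusted p under 0.05. The alternative that moved this count most was significance analysis of microarrays (SAM), a statistic compared with random regroupings of the arrays, at a median of 0 false calls. It gave 3155 probes, all of them among the 10305. On spots that were not averaged, the unit of the deposited table, SAM gave 3641. A stricter adjusted p of 0.001 gave 3186 probes. With slide added to the model as a block, 8594 probes passed, of which 8175 were among the 10305.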

Out of the 39,430 coding RNAs and 16,251 LincRNAs, the expression of 3169 probes were found to be statistically significantly different after a significance analysis of the microarrays test with an FDR median of 0%.

Thus, 3169 probes that were identified represented 2361 genes differentially expressed in sepsis, including 130 LincRNAs (Supplementary Table S1A). 

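The probes that differed among the 3 groups represented 8424 genes by the names on the array, lincRNAs included, and 545 lincRNAs, where any one probe of a gene sufficed. Between T1 and T0, 1220 probes differed, of which 647 were higher and 573 lower at T1. Between T2 and T0, 9481 probes differed, with 3923 higher and 5558 lower at T2. Between T2 and T1, 7655 probes differed, with 3645 higher and 4010 lower at T2. A change of at least 2-fold was found for 514 of the probes higher and 318 of the probes lower at T1, and for 1984 of those higher and 2578 of those lower at T2. The count at T1 rose to 4577 without T1 replicate 2 and to 1603 without T1 replicate 3, and it fell to between 455 and 635 without any one of the other T0 or T1 mice. The share of higher probes at T1 was 53.0%, and it was 67.1% with the processed signal, 62.4% with the processed signal scaled to its 75th percentile and 63.8% without the filter on dim probes. Without T1 replicate 2 it was 39.2% (1792 higher, 2785 lower), and without T0 replicate 3 it was 78.3%. With the processed signal, the median change of all genes at T1 was -0.11 on the log2 scale. Both T1 and T2 differed from T0 for 796 probes. As both comparisons use the same T0 arrays, they were simulated 20 times on 22306 probes without any change. There 0.20 probes on average passed in both, but the adjustment passes few probes when none changes, so this was low by construction. At an unadjusted limma p under 0.05, 3715 probes passed in both, against 483.65 on average in the simulation. The change had the same sign in both for 69.1% of probes, against 66.7% in the simulation, so the shared arrays alone can give most of this. With slide as a block, 989 probes differed between T1 and T0 and 8168 between T2 and T0.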

After performing our hierarchical clustering (Figure 2), we observed that all of our samples were correctly classified. In addition, samples from LPS-injected mice (T1 and T2) were observed to be closer than those of control mice (T0). 

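The arrays were clustered on 10300 probes that differed among the groups and had a value on every array, so the probes had been chosen for differences between the groups. The distance was 1 minus Pearson's r of values centred on each probe's median, with average linkage. The mean distance was 0.12 within T0 (between 0.097 and 0.157), 0.62 within T1 (between 0.18 and 1.07) and 0.12 within T2 (between 0.054 and 0.139). Between groups it was 1.46 from T0 to T2 (between 1.41 and 1.52), 1.13 from T0 to T1 (between 0.51 and 1.52) and 1.17 from T1 to T2 (between 0.81 and 1.54). At 3 clusters, T1 replicates 1 and 4 formed a cluster, T1 replicates 2 and 3 fell into the cluster of the T0 arrays, and the T2 arrays formed the third. Over 27 settings of processing, probes and samples, the 3 clusters were the 3 groups in 9, among them the probes of the SAM list. In none of the 27 settings did T0 and T2 arrays share a cluster at 2 clusters.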

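The mean distance of each T1 mouse to the T2 mice and to the T0 mice was compared over the same 10300 probes. T1 replicate 1 lay at 0.98 from T2 and 1.47 from T0, and T1 replicate 4 at 0.85 from T2 and 1.49 from T0. T1 replicate 2 lay at 1.51 from T2 and 0.55 from T0, and T1 replicate 3 at 1.33 from T2 and 1.01 from T0. The distance to T2 minus the distance to T0 had a mean of 0.04 ± 0.75 (SD, n = 4 mice), which is smaller than the spread between the mice. An exact two-sided sign-flip permutation test gave p = 1, and the smallest p that 4 mice allow is 0.125. Over the 3155 probes of the SAM list the mean difference was -0.03 ± 0.74 (SD, n = 4 mice), with T1 replicates 1 and 4 closer to T2. The alternative on the same scale that moved it most was centring on each probe's mean, which gave 0.47.

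**Figure D1:**
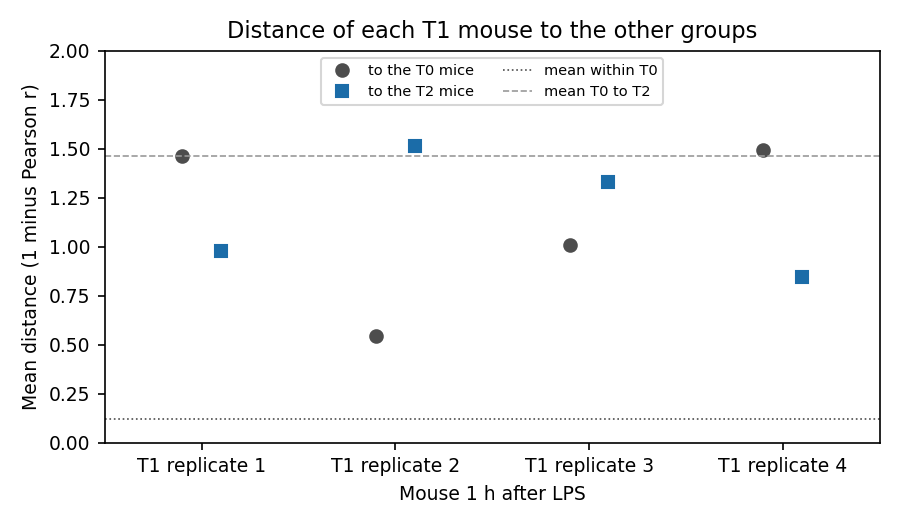
Mean distance (1 minus Pearson's r over 10300 probes, no unit) of each of the 4 T1 mice to the T0 mice (circles) and to the T2 mice (squares). The dotted line is the mean distance within T0 (0.12) and the dashed line the mean distance from T0 to T2 (1.46). T1 replicates 1 and 4 lie closer to the T2 mice, and T1 replicates 2 and 3 lie closer to the T0 mice.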

We observed a clustering of our probes, which were separated into 6 clusters after removing the duplicated probes for genes and genes that clustered in several groups. Two thousand three hundred and thirty-one genes were still differentially expressed (Supplementary Table S1B). There were 109 genes in the first gene cluster, 1050 genes in cluster 2, 181 genes in the third cluster, 107 genes in the fourth cluster, 793 genes in the fifth cluster group genes, and finally 121 genes in cluster 6 (Figure 3).

We further assessed the expression of 4 selected genes (TNF, IL1b, IL6, and IL10) by RT-qPCR to confirm the expression pattern. Gene expression levels measured with a microarray and with RT-qPCR were correlated for TNF (Spearman’s rho = 0.882, *p* < 0.001), IL1b (Spearman’s rho = 0.891, *p* < 0.001), IL6 (Spearman’s rho = 0.845, *p* = 0.002), and IL10 (Spearman’s rho = 0.982, *p* < 0.001).

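On the arrays, 1 probe was tested for each of the 4 cytokine genes *Tnf*, *Il1b*, *Il6* and *Il10*. Positions are those of the probes in the mouse assembly NCBI37 (mm9). The *Tnf* probe lies on chromosome 17 from 35336795 to 35336854, the *Il1b* probe on chromosome 2 from 129190347 to 129190406, the *Il6* probe on chromosome 5 from 30346367 to 30346426, and the *Il10* probe on chromosome 1 from 132920943 to 132921002. The log2 signal of *Tnf* was 6.66 ± 0.16 at T0 and 13.25 ± 0.73 at T1 (SD, n = 4 mice each), a log2 change of 6.59 (standard error 0.34, adjusted p = 8.24e-08). For *Il1b* it was 7.05 ± 0.43 at T0 and 15.17 ± 1.13 at T1, a log2 change of 8.11 (standard error 0.48, adjusted p = 3.21e-07). For *Il6* it was 6.92 ± 0.11 at T0 and 15.32 ± 1.09 at T1, a log2 change of 8.40 (standard error 0.44, adjusted p = 9.91e-08). For *Il10* it was 5.42 ± 0.05 at T0 and 10.30 ± 0.79 at T1. No T0 array had *Il10* well above background, so against the background level it was at least 21.6-fold higher at T1 (adjusted p = 7.91e-07). In each of the 4 genes every T1 mouse had a higher signal than every T0 mouse (exact permutation test, p = 0.0286). With each mouse left out in turn, the log2 change stayed between 6.25 and 6.85 for *Tnf*, 7.77 and 8.63 for *Il1b*, and 7.94 and 8.82 for *Il6*. The alternative that moved *Tnf* most was the processed signal scaled to its 75th percentile, with a log2 change of 7.45. Within the slides, the change of *Tnf* was 5.94, 6.59 and 7.40. Of a list of these 4 genes and *Actb* fixed before the data were examined, 4 passed adjusted over the list alone and 4 passed over all tested probes.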

Figure 4 shows differences in gene expression level. It highlights that gene expression patterns using microarray and RT-qPCR methods were consistent. In particular, statistical analyses of RT-qPCR measurements confirmed that there was a higher level of gene expression at T1 for the 4 genes (*p* < 0.012).

To summarize, we identified 2361 genes that were modulated by LPS injection. 

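Genes were named by a rule set in advance, which took for T1 and for T2 the 5 largest rises and the 5 largest falls against T0. It kept genes past the adjusted p, well above background on all 8 arrays and with no overlap between the 4 mice of one group and those of the other. Values of Table S1 had been seen before. Besides *Il6* and *Il1b*, the largest rises at T1 included *Cxcl1* (chromosome 5 from 91321845 to 91321904, log2 change 7.43, adjusted p = 6.61e-09) and *Tnfsf9* (chromosome 17 from 57247062 to 57247121, 7.32, adjusted p = 1.06e-09). The largest falls at T1 were *AI467606* (-2.77, adjusted p = 0.0129), *Fut7* (-2.56, adjusted p = 0.00650), *Trim47* (-2.33, adjusted p = 0.0111), *Sesn1* (-2.31, adjusted p = 0.0193) and *A130014A01Rik* (-2.31, adjusted p = 5.85e-05). A second *Fut7* probe gave -1.03. The T1 mice differed widely in most of these falling genes, with an SD of 1.50 in *AI467606*, 1.26 in *Fut7*, 1.25 in *Trim47* and 1.36 in *Sesn1* (n = 4 mice). *Sesn1* no longer passed without any one of the T0 mice or without T1 replicate 1, at the highest adjusted p of 0.0714.
At T2 the largest rises included *Lcn2* (chromosome 2 from 32240199 to 32240258), *Acod1* (chromosome 14 from 103455171 to 103455231), *Mt2* (chromosome 8 from 96697371 to 96697430) and *Ctla2a* (chromosome 13 from 61036134 to 61036193). The log2 signal of *Lcn2* was 8.76 ± 0.28 at T0 and 18.02 ± 0.23 at T2 (SD, n = 4 mice each), a log2 change of 9.26 (standard error 0.72, adjusted p = 1.10e-06). The log2 change was 7.76 for *Acod1*, 7.70 for *Mt2* and 6.49 for *Ctla2a*, with adjusted p-values between 5.46e-10 and 1.48e-07. The largest falls were *Tgfb2* (chromosome 1 from 188449333 to 188449392), *Garnl3* (chromosome 2 from 32841915 to 32841974), *Cd5l* (chromosome 3 from 87174823 to 87174882), *Vsig4* (chromosome X from 93442598 to 93442657) and *Ltbp1* (chromosome 17 from 75790530 to 75790589). *Tgfb2* was 12.98 ± 0.25 at T0 and 6.81 ± 0.29 at T2 (SD, n = 4 mice each), a log2 change of -6.17 (standard error 0.29, adjusted p = 2.21e-08). The log2 change was -5.75 for *Garnl3*, -5.11 for *Cd5l*, -5.03 for *Vsig4* and -4.81 for *Ltbp1*, with adjusted p-values between 1.61e-07 and 4.60e-06. A second *Ltbp1* probe gave -0.84.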

RT-qPCR experiments confirmed gene expression levels for the selected genes. Gene expression profiles allowed us to correctly classify all our samples. We further analyzed the potential enrichment in functional terms to assess the biological significance of our results.

### 2.2. Functional Microarray Analysis

To analyze functional annotations related to mouse sepsis, we sought biological process gene ontology (GO) terms, mouse gene atlas terms, KEGG pathways, and disease ontology terms for the gene whose expression was up- or downregulated in mice injected with LPS (Supplementary Table S2). The analysis of functional terms showed an over-representation of terms related to signaling pathways such as TNF, IL-17, cytokine-mediated, chemokine, NF-kappa B, Toll-like receptor, NOD-like receptor, MAPK, and JAK-STAT signaling pathways (Figure 5A).

Noticeably, the functional term that yielded the best enrichment *p* value was related to the response of peritoneal macrophages to LPS (Figure 5A–C). Furthermore, several disease ontology terms were significantly over-represented. These included pneumonia, sepsis, systemic inflammatory response syndrome, severe sepsis, inflammatory disorder, immune suppression, and septic shock. Most of those functional or disease terms were found when analyzing the enrichment in individual clusters, as shown for cluster 3 and 6 in Figure 5B,C, respectively. Moreover, there was enrichment in terms that were specific for some clusters (Figure 5B,C). Also, we found that genes annotated with biological process ontology terms, such as “regulation of natural killer cell chemotaxis”, “response to interferon-gamma”, interleukin-7 mediated signaling pathway”, “regulation of cytokine production involved in inflammatory response”, and “regulation of monocyte chemotaxis”, were over-represented in cluster 6, while the TNF and NF-Kappa B signaling pathways were over-represented in cluster 3.

In conclusion, functional enrichment analyses referred in particular to physiological pathways related to a cellular response to pathogenic motifs or cytokines. Functional terms associated with inflammation or immunosuppression were also over-represented. These are expected results for a mouse model of sepsis. We further looked for such mouse genes, the orthologs of which were modulated in vitro by LPS in humans or ex vivo in septic patients.

### 2.3. Comparison of Published Lists of Human Differentially Expressed Genes with Mouse Differentially Expressed Genes

Moreover, we compared the list of 2331 differentially expressed genes in mice injected with LPS with transcriptional signatures in humans found in three papers (Supplementary Tables S2 and S3). First, we compared those mouse genes with the genes regulated in primary human monocytes stimulated with LPS for 2 h or 24 h (Figure 6E,F) [27]. There was a significant overlap between the human gene list and the mouse gene list (Supplementary Table S3). We used the GSEA approach to assess the significance of the overlap between human differentially expressed genes and mouse differentially expressed genes (Supplementary Table S3). This is a robust approach, which reduces the bias due to different statistical methods and different stringency of cut-offs. Figure 6 shows that there was a significant enrichment of upregulated genes in human cells stimulated with LPS for 2 (Figure 6E) and 24 h (Figure 6F), compared to our transcriptome data, whereas there was no enrichment of downregulated human genes, compared to downregulated genes in mouse cells stimulated with LPS (Figure 7 and Supplementary Figure S1). 

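Table S3 lists genes that LPS regulated in human monocytes and that the study also called in these mice. In its sheet of common genes, which also covers the lists from the other papers, 1401 of 1486 genes matched a tested mouse gene when symbols were compared ignoring case. Since the study chose all of them on these samples, the calls are not independent evidence that the genes changed. The test asked only whether the genes of a list stood above or below other genes. These were the other genes of the same human study, or for the Godec lists all other matched genes of the sheet. It was limma's camera test with a preset correlation between genes of 0.01, adjusted over 24 tests of 12 lists at T1 and T2. Where the genes of a list vary together more than this preset, camera's p-values are too small. The 544 genes upregulated after 2 h exceeded the 669 others by a mean log2 change of 0.86 at T1 (adjusted p = 8.38e-10) and 0.86 at T2 (adjusted p = 0.00330). The mean of the list minus that of the others was -0.67 ± 0.02 at T0, 0.19 ± 0.29 at T1 and 0.18 ± 0.08 at T2 (SD, n = 4 mice each). Within the slides the difference was at least 0.77 at T1, and it was 0.80 and 0.90 at T2. The median change of the 2 h list itself was 0.08 at T1, against -0.32 for the others. At T2 the mean change of the 2 h list was 0.26 and that of the others -0.60. The 626 genes upregulated after 24 h exceeded 587 others by 0.69 at T1 (adjusted p = 1.30e-06) and 0.87 at T2 (adjusted p = 0.00219). At T2 the mean change of the 24 h list was 0.21 and that of the others -0.66. The 615 genes that were lower at 24 h than at 2 h exceeded 598 others by 0.40 at T1 (adjusted p = 0.0180) and by 0.15 at T2, where the test did not pass (adjusted p = 0.563). At T1 the mean of that list was 0.39 and its median -0.08. Of the 24 tests, 21 passed, and 19 of these also passed under fry, which asks whether the list's own genes changed. The exceptions were the 24 h list at T2 (fry, adjusted p = 0.0604) and the genes of all Godec sets at T2 (adjusted p = 0.429). At T2 the genes lower at 24 h than at 2 h were themselves lower, with a mean of -0.14 (fry, adjusted p = 0.00785). The alternative that moved the 2 h list most at T1 was the processed signal scaled to its 75th percentile, with a difference of 1.02. In each of the 24 tests the 4 mice after LPS did not overlap with the T0 mice (exact permutation test, p = 0.0286).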

The GSEA approach allowed us to identify the leading edge gene subsets that mainly accounted for the enrichment signals: 183 and 196 genes upregulated in human cells stimulated with LPS for 2 h or 24 h were leading edge genes (Supplementary Table S3), respectively. The two leading edge gene sets were enriched in gene ontology terms related to inflammation, such as “inflammatory response”. Interestingly, *IL1B, IL6, IL10,* and *TNF* were in both gene sets.

In all, these results indicate that the response of mouse cells to LPS shares many features with that of human cells to LPS. This confirms previously reported results that the transcriptional response to sepsis is conserved in mouse and human peripheral blood mononuclear cells [28].

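From the same sheet of Table S3, the 165 tested genes listed as raised both in human sepsis with Gram-negative bacteria and in mouse sepsis with Gram-positive bacteria were set against its 1236 other genes. Their mean log2 change was 1.09 at T1 and 1.11 at T2, and they exceeded the others by 1.01 at T1 (adjusted p = 9.38e-10) and by 1.39 at T2 (adjusted p = 1.79e-05). The list minus the other genes was -0.33 ± 0.02 at T0, 0.68 ± 0.33 at T1 and 1.06 ± 0.15 at T2 (SD, n = 4 mice each). Within the slides the difference was 1.21, 0.97 and 0.87 at T1 and 1.36 and 1.40 at T2. The 144 genes raised in human and mouse sepsis with Gram-positive bacteria exceeded the 1257 others by 1.36 at T1 (adjusted p = 3.58e-14) and by 1.44 at T2 (adjusted p = 1.77e-05).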

We also compared this published conserved gene expression profiles with the gene expression profile reported here: upregulated genes in mouse cells stimulated with LPS for 1 h were enriched in shared upregulated genes that were previously published in human sepsis due to Gram-negative bacteria infection and in mouse sepsis due to Gram-positive bacteria infection [28] (Figure 6H and Figure 7). This supports the hypothesis that transcriptional host responses to Gram-positive bacteria and Gram-negative bacteria are very similar. In the same way, Tang et al. reported that there were no signature genes that could differentiate between Gram-positive and Gram-negative sepsis in human peripheral blood mononuclear cells [29].

Moreover, upregulated genes in mouse cells stimulated with LPS for 1 h were enriched in human and mouse genes within gene sets associated with myeloid cells, whereas there was no enrichment in human and mouse genes within gene sets strongly associated with B or T lymphocytes [28] (Supplementary Figures S1 and S2).

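In the Godec lists of Table S3, the 255 genes of dendritic cell gene sets exceeded the 1146 other genes of the sheet by a mean log2 change of 1.01 at T1 (adjusted p = 2.89e-07) and by 0.36 at T2 (adjusted p = 0.436). At T1 the mean of these genes was 1.03, but their median was only 0.10, against a median of -0.16 for the others. At T2 the mean of these genes was 0.17 and their median -0.16. The 163 genes of dendritic and B cell gene sets exceeded the 1238 others by 0.10 at T1, which did not pass (adjusted p = 0.103), although fry did (adjusted p = 0.0215), and at T2 they stood at -0.73 relative to the others (adjusted p = 0.00410). Relative to the others they were at 0.87 ± 0.04 at T0, 0.97 ± 0.05 at T1 and 0.14 ± 0.05 at T2 (SD, n = 4 mice each). The 279 genes of dendritic and memory T cell gene sets exceeded the 1122 others by 0.67 at T1 (adjusted p = 1.82e-05) and by 0.74 at T2 (adjusted p = 0.0413). Without T2 replicate 1 the last of these no longer passed, with a difference of 0.66 (adjusted p = 0.0566). The 727 genes of all gene sets exceeded the 674 others by 0.52 at T1 (adjusted p = 0.000450) and by 0.54 at T2 (adjusted p = 0.0271). Their mean change at T1 was 0.45 and their median -0.03.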

Finally, we compared the list of the differentially expressed genes in LPS injected mice with human genes whose expression was associated with mortality in patients with sepsis [26]. GSEA approach yielded a significant enrichment after multiple test correction (Supplementary Table S3, Figure 6A–D and Figure 7). Interestingly, Davenport et al. compared their lists of genes with modulated genes in human peripheral mononuclear cells stimulated with LPS, as reported [30,31]. They found 164 and 167 modulated genes in PBMC stimulated with LPS, which were up- and downregulated in susceptible patients from the discovery cohort, respectively. GSEA analysis yielded significant enrichment for upregulated genes in the discovery and validation cohorts (Figure 6A,B and Figure 7) and a significant enrichment for up- and downregulated genes in the cohort of individuals with features of endotoxin tolerance (Figure 6C,D and Figure 7). 

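The genes that Table S3 lists as upregulated in susceptible patients were compared with the other regulated genes of the same cohort. In the discovery cohort, 116 genes exceeded 233 others by a mean log2 change of 0.50 at T1 (adjusted p = 0.00109) and of 0.93 at T2 (adjusted p = 0.00405). The list minus the others was -0.73 ± 0.03 at T0, -0.23 ± 0.15 at T1 and 0.19 ± 0.16 at T2 (SD, n = 4 mice each). In the validation cohort, 130 genes exceeded 131 others by 0.56 at T1 (adjusted p = 0.00239) and by 1.04 at T2 (adjusted p = 0.00273). At T2 much of each gap was a fall of the others. There the mean log2 change was 0.44 for the discovery list and -0.49 for its others, and 0.39 and -0.65 in the validation cohort. At T1 each of the 2 lists had a mean of 0.58, with a median of 0.13 in the discovery and 0.09 in the validation cohort. Among the genes of endotoxin tolerance, the 49 genes that the sheet of common genes lists as upregulated exceeded the 38 others by 1.00 at T1 (adjusted p = 0.0261) and by 1.17 at T2 (adjusted p = 0.0180). By their number they are the set that the other sheets of Table S3 name downregulated, but describe as having a positive log2 fold change. Their own mean log2 change was 1.79 at T1 and 1.43 at T2, while that of the 38 others was 0.79 and 0.26. Within the slides, the difference of the discovery cohort was 0.45, 0.50 and 0.50 at T1 and 0.84 and 0.96 at T2.

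**Figure D2:**
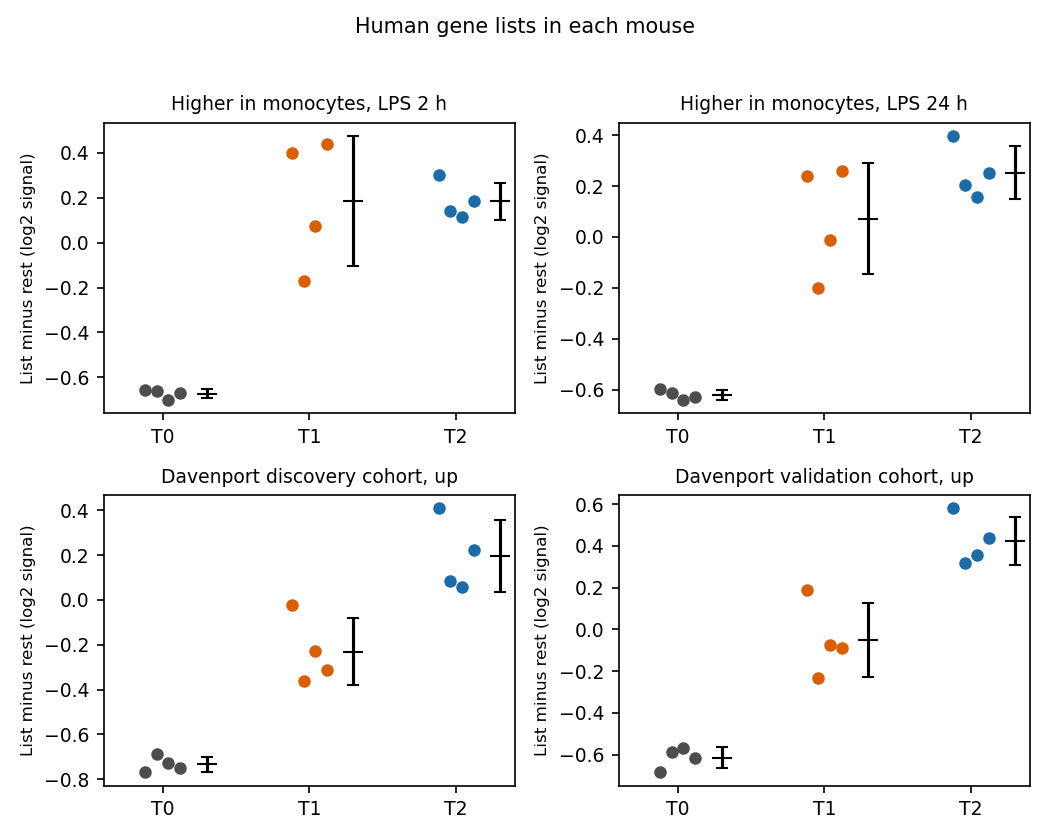
Mean log2 signal of the genes listed as upregulated minus that of the other genes of the same human study, for each mouse at T0, T1 and T2, in 4 panels: human monocytes after LPS for 2 h and for 24 h, and the discovery and validation cohorts of patients. Points are mice and bars the mean ± SD of 4 mice, and in every panel all T1 and T2 mice lie above all T0 mice.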

Among the 34 leading-edge upregulated genes (in the group with endotoxin tolerance) identified by the GSEA method, we identified *IL1B, IL6, IL10,* and *TNF* (Supplementary Table S3). Moreover, they were enriched in gene ontology terms related to inflammation, such as “inflammatory response”.

To summarize, genes upregulated in mouse cells stimulated with LPS were enriched both in genes upregulated in human cells stimulated with LPS and in genes upregulated in blood cells taken from susceptible septic patients. These results provide evidence of common physiological pathways between mouse and human sepsis.

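The change of these human gene lists from T1 to T2 was also tested for each list. For the 12 lists none passed the exact permutation test after Benjamini-Hochberg adjustment over the 26 lists tested, and 5 passed unadjusted (exact p = 0.0286, lowest adjusted p = 0.0675). With 4 mice per group a list could pass this adjustment only if more lists had reached the smallest possible p than the 11 of 26 that did, so the lack of calls says nothing about single lists. The genes upregulated after 2 h in human monocytes changed by -0.0015 from T1 to T2 relative to the others, those of the discovery cohort by 0.42 and those of the validation cohort by 0.48. The paper found enrichment of human genes upregulated by LPS, and of genes upregulated in susceptible patients, among the genes raised in these mice. It takes this enrichment as evidence for physiological pathways common to mouse and human sepsis.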

### 2.4. LincRNA Study

The microarray contained 16,251 probes corresponding to lincRNAs and 4622 different lincRNAs. 

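LincRNAs are long RNAs transcribed between protein-coding genes that encode no protein. Of the 16251 lincRNA probes, 3056 were tested, and 968 of these (31.7%) differed among T0, T1 and T2, against 48.4% of the other tested probes. Against T0, 99 lincRNA probes were higher and 58 lower at T1, and 412 were higher and 491 lower at T2. The SAM list held 246 lincRNA probes. With the weaker filter on dim probes, positive and significant over background, 1187 lincRNA probes differed.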

For each LincRNA, only the genomic position and the direction of transcription were filled in. For 12 of them, a gene symbol (BRN1-A, PINC, TUG1, HOTAIR, lincP21, NEAT2, NEAT1, NRON, H19, KCNQ1ot1, TSIX, and XIST) was specified.

We looked then for a new and better annotation of the lincRNAs. For this purpose, we identify a symbol for the differentially expressed lincRNAs using their genomic positions in Gencode. Among the 126 differentially expressed lincRNAs in mice injected with LPS (Supplementary Table S1), we identified 1 lincRNA (Malat1). 

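The *Malat1* probe lies on chromosome 19 from 5795713 to 5795772 of NCBI37 (mm9), on the reverse strand. Its log2 signal was 8.88 ± 0.14 at T0, 9.06 ± 0.49 at T1 and 10.89 ± 0.48 at T2 (SD, n = 4 mice each). The log2 change was 0.18 at T1 (standard error 0.26, adjusted p = 0.703) and 2.02 at T2 (standard error 0.26, adjusted p = 6.11e-05). Between the 3 probes that the array lists under NEAT2, another name of this lincRNA, the change at T2 ranged from 1.15 to 1.98, and all 3 passed. The *Neat1* probe (chromosome 19 from 5842564 to 5842623) was 13.68 ± 0.28 at T0, 12.91 ± 0.55 at T1 and 11.84 ± 0.47 at T2 (SD, n = 4 mice each). Its log2 change was -0.77 at T1 (adjusted p = 0.117) and -1.84 at T2 (adjusted p = 0.000240), and each of the 5 probes listed under NEAT1 fell by at least 1.86 at T2.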

Malat1 (transcription of lung adenocarcinoma associated with metastasis) had a functional annotation and has been associated with lung cancers.

To better identify the putative role of lincRNA differentially expressed in our experiments, we looked for the role of neighboring coding genes and hypothesized that nearby lincRNA regulates the expression of this gene. To investigate this, we used the GREAT software (http://bejerano.stanford.edu/great/public/html/ accessed on 25 October 2019. Our lincRNAs list was submitted to recover the genes nearby (1000 kbp on each side of our lincRNA). The significant *p*-values < 0.05 after the Benjamini correction were filtered, and the results are given in Supplementary Table S4. From 126 differentially expressed lincRNAs, approximately 208 genes were identified. Among those nearby genes, 40 coding genes were statistically differentially expressed in mice injected with LPS (Supplementary Table S4). 

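Table S4 lists 208 genes near the 126 lincRNAs, in 248 pairs of a lincRNA and a gene. Of these genes 152 were tested in pairs with a tested lincRNA, and 91 of them (59.9%) differed among T0, T1 and T2, against 48.6% of the 14985 other tested genes that are not lincRNAs, each taken with 1 probe (Fisher's exact test, two-sided, p = 0.00694; this set of other genes was chosen after the data were seen). At an adjusted p of 0.001, 47 of the 152 genes (30.9%) passed, against 15.4% of the others. The SAM list held 44 of them. The study had selected the lincRNAs, not these genes, for a change in these mice, and 115 of the 125 tested lincRNAs differed among the groups.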

Enrichment analysis results are shown in Supplementary Table S4 and concern a list of 208 genes associated with molecular functions such as the direct DNA binding, binding to regulatory regions of DNA, and the downregulation of DNA-dependent transcription. We also noticed the enrichment of the Zinc finger proteins and motif prediction such as the GTF3A transcription factor. Of these, 21 clustered in the same group than the gene, suggesting a possible regulation of the gene regulation by the lincRNA (Supplementary Table S4). This is the case for BCL6 and Herc6 involved in the innate immune response in cluster 3 and 5, respectively, and for ASXL1 and CRABP2 involved in the regulation of retinoic acid receptor signaling pathway in clusters 2 and 5, respectively.

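Pearson's r across the 12 arrays was computed for 181 of the pairs in Table S4. Its mean was 0.173, with 112 pairs above 0. When genes and lincRNAs were paired anew at random, the mean was 0.003, with 95% of values between -0.08 and 0.09 (two-sided permutation test with 100000 random pairings, p = 0.00013). The alternative that moved the mean most took only the 47 pairs in which the study called both members, with a mean r of 0.355 (p = 0.00223, same permutation test). In the same permutation test, the mean of Spearman's rho was 0.167 (p = 3e-05), and the mean r of the 96 pairs within 50 kb was 0.270 (p = 6e-05). Since differences between the groups alone can give a correlation, r was also computed on deviations from the group means, an alternative chosen after the data were seen. It gave a mean of 0.150 (permutation test, p = 3e-05), with 113 pairs above 0. In the 25 pairs that the study placed in the same cluster the mean r was 0.58, with 20 above 0, and in the 22 pairs placed in different clusters it was 0.098, with 13 above 0. As the clusters were made from these arrays, a higher r in the same cluster follows from how they were made. Pairs on the same strand had a mean r of 0.238 (123 pairs) and pairs on opposite strands one of 0.034 (58 pairs).

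**Figure D3:**
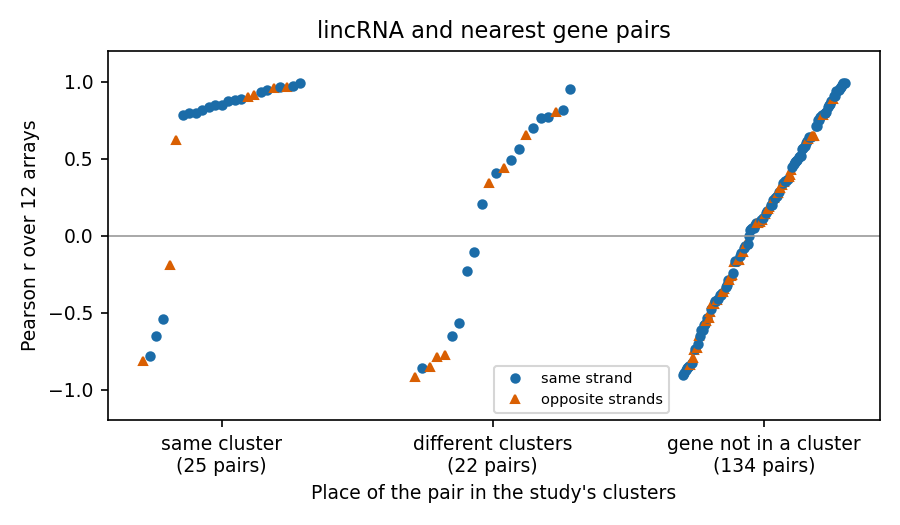
Pearson's r across the 12 arrays (no unit) of 181 pairs of a lincRNA and a nearby gene, by whether the study placed both in the same cluster (25 pairs), in different clusters (22 pairs) or the gene in none (134 pairs). Circles are pairs on the same strand and triangles pairs on opposite strands; most pairs of the same cluster (20 of 25) lie above 0.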

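Each of these lincRNAs has several probes, and the probes of 1 lincRNA did not always change alike. The log2 signal of *Bcl6* (chromosome 16 from 23965160 to 23965219 of mm9) was 10.71 ± 0.10 at T0, 11.68 ± 0.44 at T1 and 9.67 ± 0.24 at T2 (SD, n = 4 mice each). Its log2 change was 0.97 at T1 (standard error 0.21, adjusted p = 0.0185) and -1.04 at T2 (adjusted p = 0.00148). The call at T1 was lost without any one of the T0 mice or without T1 replicate 1, at the highest adjusted p of 0.0676. The lincRNA near *Bcl6* (chromosome 16 from 23992037 to 24001037) lies at a distance of 7.6 kb, and 6 of its 7 probes were tested. They rose at T1, by 0.72 to 1.42, with 5 called, while at T2 they changed by -0.14 to 1.31 and only the brightest was called, as higher (adjusted p = 0.0272), although it did not pass the F-test among the 3 groups (adjusted p = 0.0616), which the 5 others passed. *Herc6* (chromosome 6 from 57568608 to 57568667) changed by 0.21 at T1 (adjusted p = 0.444) and 1.81 at T2 (adjusted p = 3.85e-06), while its second probe gave 0.62 at T2. Both probes of its lincRNA (chromosome 6 from 57583950 to 57624216) were called higher at T2, by 1.07 and 1.17. *Asxl1* (chromosome 2 from 153229684 to 153229743) changed by -0.63 at T1 (adjusted p = 0.0383) and -1.56 at T2 (adjusted p = 8.41e-06), and the T1 call was lost under 15 alternatives. For its lincRNA (chromosome 2 from 153163620 to 153170845) 6 of 9 probes were tested, which changed by -0.94 to -0.32 at T2, with 5 called lower. *Crabp2* (chromosome 3 from 87757207 to 87757266) changed by 0.24 at T1 (adjusted p = 0.644) and 2.39 at T2 (adjusted p = 4.30e-05), and without T1 replicate 4 the T1 change was -0.07. Of the 5 probes of its lincRNA (chromosome 3 from 87757295 to 87774970) 3 were called higher at T2, by up to 2.54, and the brightest was called lower, by -0.67 (adjusted p = 0.0375), without passing the F-test (adjusted p = 0.0836), which 3 of the 5 passed. Since differences between the groups alone can give a correlation, r is given for these pairs only on deviations from the group means. Its value with the brightest lincRNA probe was 0.27 for *Bcl6*, 0.48 for *Herc6*, 0.18 for *Asxl1* and -0.71 for *Crabp2*.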

To conclude, we identified 126 differentially expressed lincRNAs in mice injected with LPS. Interestingly, 40 coding genes that were close to such lincRNAs were modulated by the injection of LPS. This supports the hypothesis that dysregulated lincRNAs alter the expression of nearby coding genes during the pathogenic process.

## 3. Discussion

The relevance of the mouse model has been debated for several years [3,23,32,33,34]. Seok et al. reported that transcriptional responses to acute inflammatory stresses in humans were poorly reproduced in the mouse models [35]. In contrast, Takao et al. detected a highly significant correlation between transcriptional responses in humans and those in mice using the same data sets and different analysis methods [36]. In the present study, we further investigated the genomic response to LPS in mice and compared it to that in humans.

We identified many differentially expressed genes in mouse peritoneal cells stimulated with LPS using an FDR median of 0%. Those genes were enriched in genes involved in inflammation, inflammatory disorders, immune suppression, antigen processing and presentation, apoptosis, and sepsis (pneumonia, sepsis, severe sepsis, and septic shock). The significant enrichment of differentially expressed genes were also identified in several signaling pathways, such as TNF-, IL-17, Chemokine-, NF-kappa B-, Toll-like receptor-, NOD-, MAPK-, JAK-STAT-signaling pathways. Interestingly, genes that were upregulated in cells stimulated with LPS for 1 h (Cluster 3) were enriched in genes involved in Toll-like receptor-, TNF-signaling, and NF-kappa B pathways, whereas other clusters did not show these enrichments. It should be noted that TNF and IL10 were upregulated in cells stimulated with LPS for 1 h but not in cells stimulated with LPS for 40 h. Furthermore, genes that were upregulated in cells stimulated with LPS for 1 h and 40 h (cluster 6) were enriched in genes involved in response to interferon-gamma, chemokine signaling pathway, and the regulation of chemotaxis for both natural killer cells and monocytes, whereas other clusters did not show these enrichments. 

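A list of 28 genes of the TNF and NF-kappa B response, written from general knowledge before the data were examined, was tested in all mice. Of these genes 11 also stand in another of the lists written in this way and 22 in the lists of Table S3, which had been read. Their mean log2 signal was 8.39 ± 0.06 at T0, 12.61 ± 0.46 at T1 and 10.59 ± 0.18 at T2 (SD, n = 4 mice each). The mean log2 change was 4.21 at T1 and 2.20 at T2, and all 28 genes were higher than at T0 in both. At T1, 26 genes passed over all tested genes and 28 adjusted over the list alone, and at T2, 22 and 23 passed. For 1 gene not well above background at T0, the lower bound of its change was used, and the median of the list was then 3.60 at T1 and 1.77 at T2. Relative to all other tested genes the list rose by 4.25 at T1 (camera, adjusted p = 4.31e-54) and by 2.23 at T2 (adjusted p = 2.38e-12). Both calls held under fry. The alternative that moved it most at T1 was the processed signal scaled to its 75th percentile, with 4.77. From T1 to T2 the list changed by -2.02, and every T2 mouse was lower than every T1 mouse (exact permutation test, p = 0.0286, 0.0675 adjusted over 26 lists).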

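At T2 the log2 signal of *Tnf* was 8.12 ± 0.56, against T0 a log2 change of 1.46 (standard error 0.34, adjusted p = 0.00378), and every T2 mouse lay above every T0 mouse (exact permutation test, p = 0.0286, n = 4 mice each). Within the slides this change was 2.19 and 1.04, and with slide as a block it was 1.34 (adjusted p = 0.0221). *Il10* was 8.21 ± 0.41 at T2 (SD, n = 4 mice) and well above background in all T2 mice, but in no T0 mouse. Against the background level it was at least 5.10-fold higher (adjusted p = 2.37e-05), and all T2 mice lay above all T0 mice (exact permutation test, p = 0.0286). From T1 to T2, *Tnf* fell by 5.13 (adjusted p = 5.20e-07) and *Il10* by 2.09 (adjusted p = 0.000306) on the log2 scale. *Il1b* was 10.65 ± 0.64 at T2, a log2 change against T0 of 3.60 (standard error 0.48, adjusted p = 6.79e-05), and *Il6* was 10.59 ± 0.61, a log2 change of 3.68 (standard error 0.44, adjusted p = 3.15e-05).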

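Among 27 interferon response genes of a list fixed in the same way, 13 of which stand in the lists of Table S3, the mean log2 signal was 8.79 ± 0.11 at T0, 9.72 ± 0.29 at T1 and 11.83 ± 0.33 at T2 (SD, n = 4 mice each). At T1 the mean log2 change was 0.93 and the median 0.10, with 15 genes higher, 6 called over all genes and 8 adjusted over the list alone. At T2 the mean log2 change was 3.03, all 27 genes were higher, 26 were called over all genes and 27 adjusted over the list alone. With lower bounds for genes not well above background at T0, the median was 0.18 at T1 and 2.88 at T2. Relative to other genes the list rose by 0.96 at T1 (camera, adjusted p = 0.000223) and 3.07 at T2 (adjusted p = 3.14e-18). The list of chemokine genes, of which 22 were tested and 9 stand in Table S3, was 8.88 ± 0.07 at T0, 11.38 ± 0.41 at T1 and 11.41 ± 0.16 at T2 (SD, n = 4 mice each). Its mean log2 change was 2.50 at T1 (11 genes called higher and 1 lower; 15 called adjusted over the list alone) and 2.53 at T2 (13 called higher and 3 lower; 17 called adjusted over the list alone). With lower bounds, for 5 of its genes at T1 and 7 at T2, its median was 0.94 at T1 and 3.08 at T2. Relative to other genes the chemokines rose by 2.53 at T1 and 2.56 at T2, both called by camera and by fry.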

The enrichment of IL-17- and JAK-STAT signaling pathways were evidenced for both clusters 3 and 6. It is likely that this reflects an early and transitional phase related to the production of TNF and a more progressive response related to the production of gamma IFN and chemokines. 

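From T1 to T2 the interferon list rose by 2.10 and the chemokine list by 0.03 (exact permutation test, p = 0.0286 and 0.914, 0.0675 and 0.951 adjusted over 26 lists). *Ifng*, which encodes interferon gamma, has its probe on chromosome 10 from 117882841 to 117882900 of mm9. Its log2 signal was 5.89 ± 0.20 at T0, where 2 of 4 arrays were well above background, 7.44 ± 0.64 at T1 and 8.63 ± 0.16 at T2 (SD, n = 4 mice each). Its log2 change was 1.56 at T1 (standard error 0.26, adjusted p = 0.00386) and 2.74 at T2 (standard error 0.26, adjusted p = 5.18e-06), and from T1 to T2 it was 1.18 (adjusted p = 0.00347). A list of early response transcription factors, with 15 genes tested, 6 in another list and 12 in Table S3, was 9.28 ± 0.13 at T0, 12.24 ± 0.18 at T1 and 9.89 ± 0.28 at T2 (SD, n = 4 mice each). Its mean log2 change was 2.96 at T1 (12 genes called, 14 adjusted over the list alone, 1 of these as lower) and 0.61 at T2 (in both ways 5 called higher and 2 lower). At T2 the camera test did not pass (adjusted p = 0.116), while fry did (adjusted p = 0.0129).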

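A list of 16 immune suppression genes, 11 of which stand in the lists of Table S3 and 6 in another list, was 9.44 ± 0.02 at T0, 11.60 ± 0.49 at T1 and 11.30 ± 0.18 at T2 (SD, n = 4 mice each). Its mean log2 change was 2.15 at T1, with 14 genes higher, 10 called over all genes, all as higher, and 13 adjusted over the list alone, 1 of them as lower. At T2 it was 1.86, with 13 genes higher. Called both over all genes and adjusted over the list alone were 13 genes, of which 12 were higher and 1 lower (*Vsir*, -2.10). With lower bounds for genes not well above background at T0, the median was 2.40 at T1 and 2.19 at T2. Within the slides the change relative to other genes was 2.50, 2.06 and 1.99 at T1. From T1 to T2 the list changed by -0.29 (exact permutation test, p = 0.314).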

Noticeably, the significant enrichment of immune suppression term was found in cluster 3, indicating that this process starts quickly after stimulation with LPS. The apoptosis of immune cells has been proposed to be a key mechanism for immune suppression in sepsis patients [24,37]. Besides, IL-17 that has been shown to inhibit macrophage phagocytosis and to aggravate sepsis in a mouse model [25], likely participates in immune suppression.

In addition, our study of lincRNA located near differentially deregulated genes highlights the role of BCL6, known as an inhibitor of macrophage-mediated inflammatory responses [38,39,40] and involved in sepsis development as demonstrated in a recent publication in a mouse model [41].

It is very likely that macrophage peritoneal cells are mainly responsible for the response to LPS. Indeed, the molecular signature that yielded the best enrichment *p* value was that of the peritoneal macrophage response to LPS for the whole list of differentially expressed genes and for genes in clusters 3, 4, 5, and 6. This is also supported by the enrichment found for human monocytes stimulated by LPS for other myeloid cells but not for T and B lymphocytes. Additionally, our mouse model is restricted to a particular cell type. This is a limitation because other cell types, such as dendritic cells; T, B, and NK lymphocytes, and neutrophils are thought to be involved in the mechanisms of immune suppression [3,5].

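Marker genes of cell types, also listed before the data were examined, were followed in the RNA of the collected peritoneal cells. The 16 macrophage markers, 5 of which stand in the lists of Table S3, were 14.00 ± 0.11 at T0, 13.11 ± 0.68 at T1 and 11.52 ± 0.37 at T2 (SD, n = 4 mice each). Their mean log2 change was -0.90 at T1, with 2 genes called over all genes and 4 adjusted over the list alone. At T2 it was -2.48, with 15 genes called in both ways. The 12 tested B cell markers were 10.38 ± 0.32 at T0, 10.81 ± 0.20 at T1 and 8.90 ± 0.45 at T2 (SD, n = 4 mice each), with a mean log2 change of 0.43 at T1 (0 called in both ways by limma, 3 at an unadjusted p under 0.05) and -1.48 at T2 (7 called, 9 adjusted over the list alone). The 13 T cell markers were 9.02 ± 0.27 at T0, 9.61 ± 0.41 at T1 and 9.10 ± 0.07 at T2 (SD, n = 4 mice each). Their mean log2 change was 0.59 at T1 (1 called, 4 adjusted over the list alone) and 0.08 at T2 (in both ways 2 called higher and 3 lower). Neutrophil markers, 14 genes, were 8.14 ± 0.29 at T0, 10.85 ± 1.27 at T1 and 10.74 ± 0.77 at T2 (SD, n = 4 mice each). Their mean log2 change was 2.71 at T1 (8 called, 12 adjusted over the list alone) and 2.60 at T2 (7 and 8). With lower bounds for 2 genes, the median of the neutrophil markers was 3.19 at T1 and 1.81 at T2. Within the slides the macrophage markers changed by -2.11 and -2.74 relative to other genes at T2. Over the 28 tests of 14 such lists 20 passed by camera, of which 16 also passed under fry. The B cell markers at T1 were among those that did not hold under fry (adjusted p = 0.168).

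**Figure D4:**
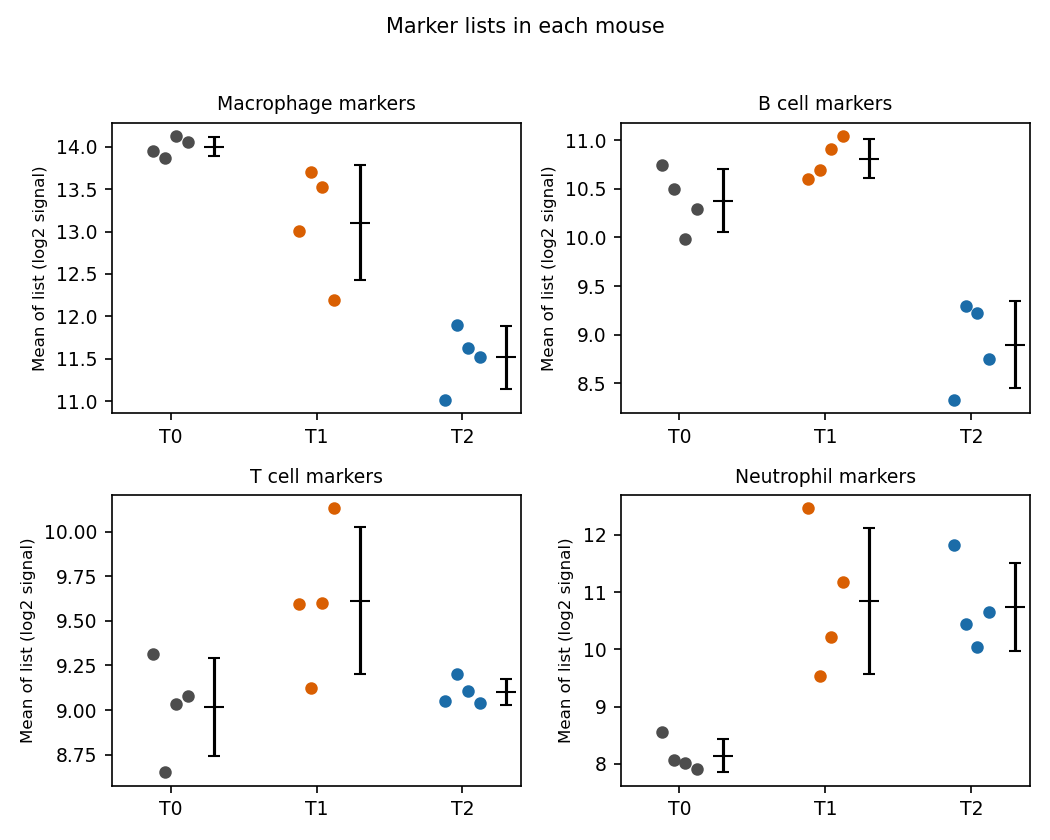
Mean log2 signal of macrophage, B cell, T cell and neutrophil markers for each mouse at T0, T1 and T2 (1 panel per list; points are mice, bars the mean ± SD of 4 mice). Macrophage markers are lower in every T2 mouse than in every T0 mouse, and neutrophil markers are higher in every T1 and T2 mouse than in every T0 mouse.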

Genes upregulated in mouse cells stimulated with LPS were enriched in genes upregulated in human PBMC and monocytes stimulated with LPS [26,27]. This confirms that the transcriptional response to LPS in mice reflects partly that of human cells. Moreover, genes upregulated in mouse cells stimulated with LPS were enriched in genes upregulated in susceptible sepsis patients [26]. Additionally, it is likely that there is a conserved sepsis molecular signature in human and mouse, as previously suggested by Godec et al. [28]. Noticeably, regulated genes in mouse cells stimulated by LPS were enriched in genes from the conserved sepsis molecular signature proposed by Godec et al. [28].

However, mouse models have their limitations due to the obvious differences between species and the type of pathogens or endotoxins injected. The use of different strains of mice with different genetic backgrounds may also alter the kinetics and intensity of the immune response, as well as the age and the gender of the mice [13,42,43]. Limitations of the LPS-induced sepsis model include the inability to explain sepsis for Gram-positive bacteria and the tendency for systemic clinical signs to appear immediately after LPS injection [15,16,17,18,19,20,21,44]. Nevertheless, we have shown that the host transcriptional responses to Gram-positive and Gram-negative bacteria are very similar, as also shown by Tang et al. [29]. Nevertheless, several teams are trying to improve animal models for studying sepsis [42,43], and there is probably a need to develop an adequate diversity of animal models that maximally recapitulate the specific phenotypes of sepsis to allow a better understanding of the pathophysiology of sepsis [13]. Besides, it is essential to extend transcriptomic studies to epigenomic, proteomic, metabolomic, microbiomic, and host–pathogen interactome studies in humans and mice to better understand sepsis etiology [45].

## 4. Conclusions

We identified 2361 genes modulated by LPS injection. The analysis of functional terms showed an over-representation of terms related to many relevant pathways and diseases, such as cytokines or chemokines signaling pathways, Toll-like receptor pathway, jack-stat pathway, antigen processing and presentation, immune suppression, sepsis, severe sepsis, or septic shock. Furthermore, our results support the hypothesis that some lincRNAs alter the expression of such genes. Besides, when comparing our list of mouse genes with the genes regulated in primary human monocytes stimulated with LPS on the one hand and with those regulated in susceptible septic patients on the other hand, we found a significant overlap. These results provide evidence of common physiological pathways between mouse and human sepsis and show that mouse models can help to better understand the pathophysiology of sepsis in humans. Moreover, mouse models can be used to establish a causal relationship between death due to sepsis on the one hand and genes and molecular pathways for which common features have been detected in humans and mice on the other. In other words, the sepsis mouse model can be used to demonstrate working hypotheses for human sepsis. More particularly, one might take advantage of our mouse model to investigate the functional role of human candidate genes and pathways in monocytes or macrophages. It should be stressed, however, that other OMICS approaches are needed in humans and mice to have a global view of etiological causes of sepsis.

## 5. Materials and Methods

### 5.1. Mice and Experimental Procedure

Twelve C57BL/6SJL mice were purchased from the Charles River Laboratory (L’Arbresle, France). C57BL/6SJL mice were housed under specific pathogen-free conditions and handled in accordance with French and European directives (EU Agreement N° A-13013 03). To model severe form of sepsis, mice were intraperitoneally injected with 200 μL (35 mg/kg) of lipopolysaccharide from *Pseudomonas aeruginosa* (L9143, Sigma-Aldrich). The mice were sacrificed by cervical rupture before injection T0 (*n* = 4) and 1 h after LPS injection during the inflammatory peak T1 (*n* = 4) or 40 h after LPS injection, just before death T2 (*n* = 4). Peritoneal cavity cells were collected by peritoneal washes using PBS.

### 5.2. RNA Isolation and cDNA Preparation for Real-Time RT-qPCR Validation

Total RNA was extracted using the RNeasy extraction mini kit (QIAGEN, Hilden, Germany) and treated with DNase I (Qiagen). The quality of RNA was confirmed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Germany) with Agilent RNA 6000 Nano Chips. Samples with a RIN higher than 8 were used. The quantity was measured using Qubit RNA Assay Kits on Qubit 2.0 Fluorometer. For real-time RT-qPCR, reverse transcription reactions were performed using random hexamers and the SuperScript II reverse transcriptase (Invitrogen). Gene expression was evaluated using the SYBR green PCR master mix (PE Applied Biosystems, Foster, CA, USA) on Stratagene MX3000P (Agilent). Specific primers used are listed in Table 1.

### 5.3. Gene Expression Microarray

The labeling of RNA was done as recommended by Agilent Technologies using the One-Color Microarray-Based Gene Expression Analysis Low Input Quick Amp Labeling. The Agilent microarray slides used is the SurePrint G3 mouse G3 8 × 60 K chip harboring 62,976 probes, including 39,430 coding RNAs and 16,251 lincRNAs (long intergenic nonRNA coding). The slides were scanned with “The Agilent Microarray Scanner”. Visualization and results were retrieved using Feature Extraction software. The raw data as well as the QC report were recorded. Twelve samples were used for analysis after quality validations.

### 5.4. Statistical Analyses

The “AgiND” library loaded into R was used for standardizing microarray data. This library was developed for the diagnosis and standardization of Agilent chips. First, the raw data were transformed into log2, and then normalization was performed by the method of quantiles. A first filter was used to remove the controls, used to validate the correct hybridization. Then, a second filter was applied, allowing the removal of the probes whose signal was close to the noise. Only 25,880 probes with an expression greater than background noise were retained for all samples in a study group. For statistical analysis, we used TMeV software to perform a SAM (significance analysis of microarray) to determine our differentially expressed genes. We used the false discovery rate (FDR) approach to correct for multiple tests; we applied an FDR median of 0%. Hierarchical clustering was further performed, using Pearson correlation coefficients, for the differentially expressed genes.

For RT-qPCR data, target gene levels were normalized based on B-actin level, which did not show any difference in microarray analysis, and quantified by the 2^−ΔΔCt^ method [46]. 

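On the arrays the *Actb* probe (chromosome 5 from 143665422 to 143665481 of mm9) had a log2 signal of 18.30 ± 0.15 at T0, 18.34 ± 0.16 at T1 and 18.24 ± 0.03 at T2 (SD, n = 4 mice each). Its log2 change was 0.04 at T1 (standard error 0.14, adjusted p = 0.885) and -0.06 at T2 (standard error 0.14, adjusted p = 0.763), and it was -0.10 from T1 to T2 (adjusted p = 0.618). The change at T1 was -0.01 with the processed signal and with the authors' normalized values. The exact permutation test gave p = 0.686 at T1 and p = 0.486 at T2.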

A Kruskal–Wallis test was used to compare gene expression levels in different conditions. A Spearman’s correlation test was performed to assess the correlation between the microarray and RT-qPCR results for each gene.

### 5.5. Functional Annotation and Enrichment of Functional Terms

Functional analysis was performed with “Enrichr” to identify the biological processes and molecular function, in which genes are involved on the basis of “Gene Ontology” (GO) terms as well as the visualization of biological pathways from “KEGG” (Kyoto Encyclopedia of Genes and Genomes). We also checked the disease associated with these genes using DisGeNET, which is a discovery platform containing one of the largest publicly available collections of genes and variants associated with human diseases. The last database interrogated was the Mouse Gene Atlas from BioGPS to find cell line enrichment in mouse tissues. The *p*-value was computed using a standard statistical method used by most enrichment analysis tools: Fisher’s exact test or the hypergeometric test. This is a binomial proportion test that assumes a binomial distribution and independence for the probability of any gene belonging to any set. Then, a *p*-value using the Benjamini-Hochberg method for correction for multiple hypotheses testing was applied to select the significant terms and pathways. In addition, an enrichment analysis was performed using the KEGG database to visualize the pathways of genes, taking into account only the number of genes found. Q-values under 0.05 were considered significant. To assess the functionality of LincRNA impact by a bioinformatics approach, we used the genomic regions enrichment of annotation tool (GREAT) [47]. GREAT evaluates sets of cis-regulatory elements by assigning each element to its likely target gene(s).

### 5.6. Comparison of Published Lists of Human Differentially Expressed Genes with Mouse Differentially Expressed Genes

Our mouse gene expression analysis was compared to human datasets published by Fairfax et al. [27] and Davenport et al. [26] Gene sets published were directly used in our analysis. Table 2 summarizes the characteristics of the studies. In addition, our mouse gene expression analysis was compared to conserved patterns of gene expression in humans and mouse models triggered by sepsis [28].

Gene set enrichment analysis (GSEA) was performed using GSEA software [48]. Given the gene sets previously published, we assessed whether the members of those gene sets were randomly distributed throughout the list of mouse differentially expressed genes, which were ranked on the basis of the SAM score. Enrichment scores and the corresponding nominal *p* values were calculated. Multiple testing was controlled by calculating the FDR. An FDR under 5% was considered significant.

## Figures and Tables

**Figure 1:**
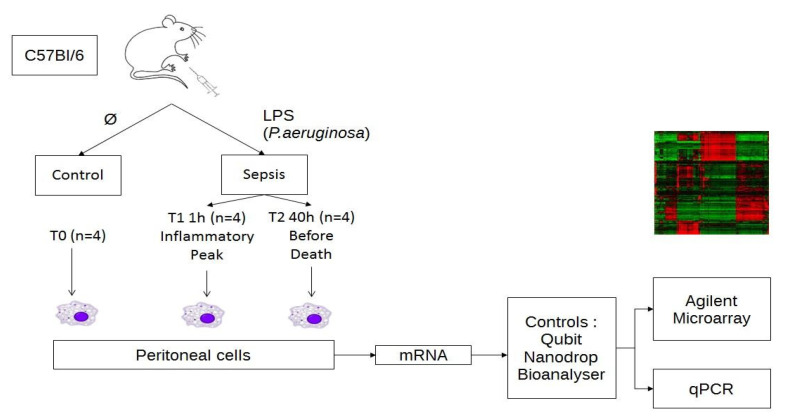
Experimental design and data analysis. Schematic outline representing the experimental design for the microarray analysis in SurePrint G3 8 × 60 K mouse from Agilent. RNA was extracted from the peritoneal cells of 4 mice (*n* = 4 for each group) injected in the peritoneal cavity either with PBS or with LPS during the inflammatory peak (T1 = 1 h) and before death (T2 = 40 h).

**Figure 2:**
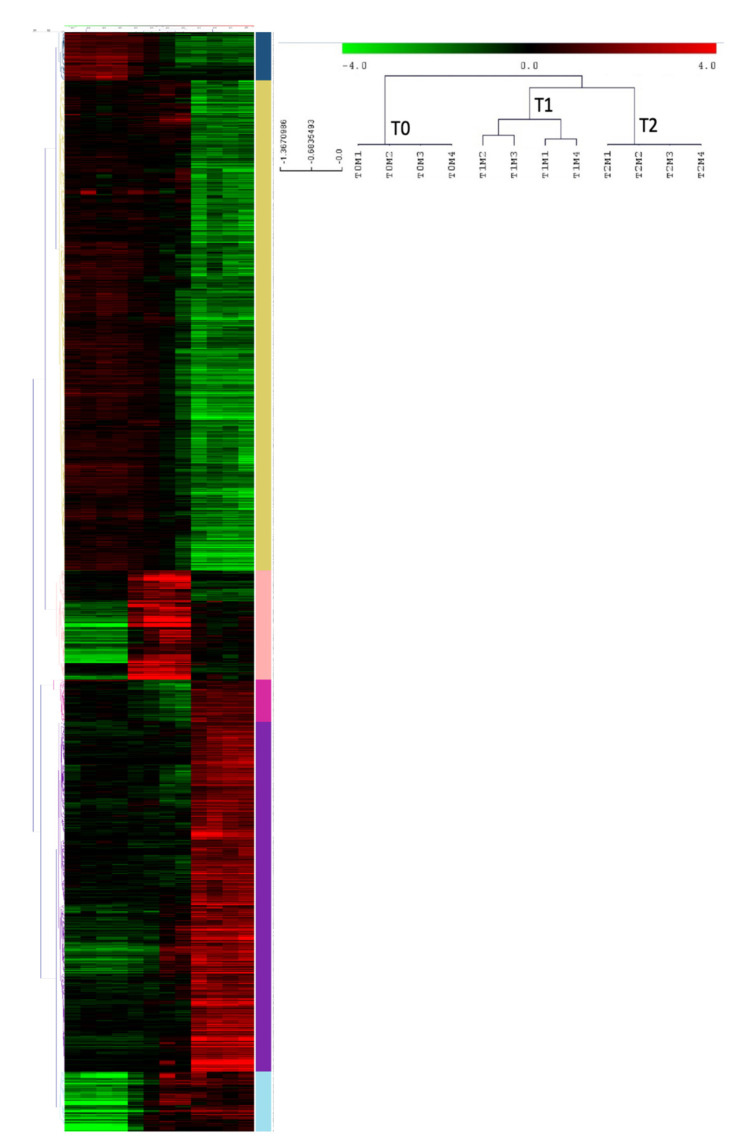
Unsupervised hierarchical clustering of probes in our mouse sepsis model. The samples in each column (vertical) and the probes in each row (horizontal) were (re)arranged. Six vertical clusters (blue, yellow, light pink, fuchsia, purple, and light blue) and 3 horizontal clusters were obtained corresponding to genes of similar expression pattern placed close to each other, and samples with comparable traits (T0, T1, and T2), respectively. The heatmap indicates upregulation (red), downregulation (green), and mean gene expression (black).

**Figure 3:**
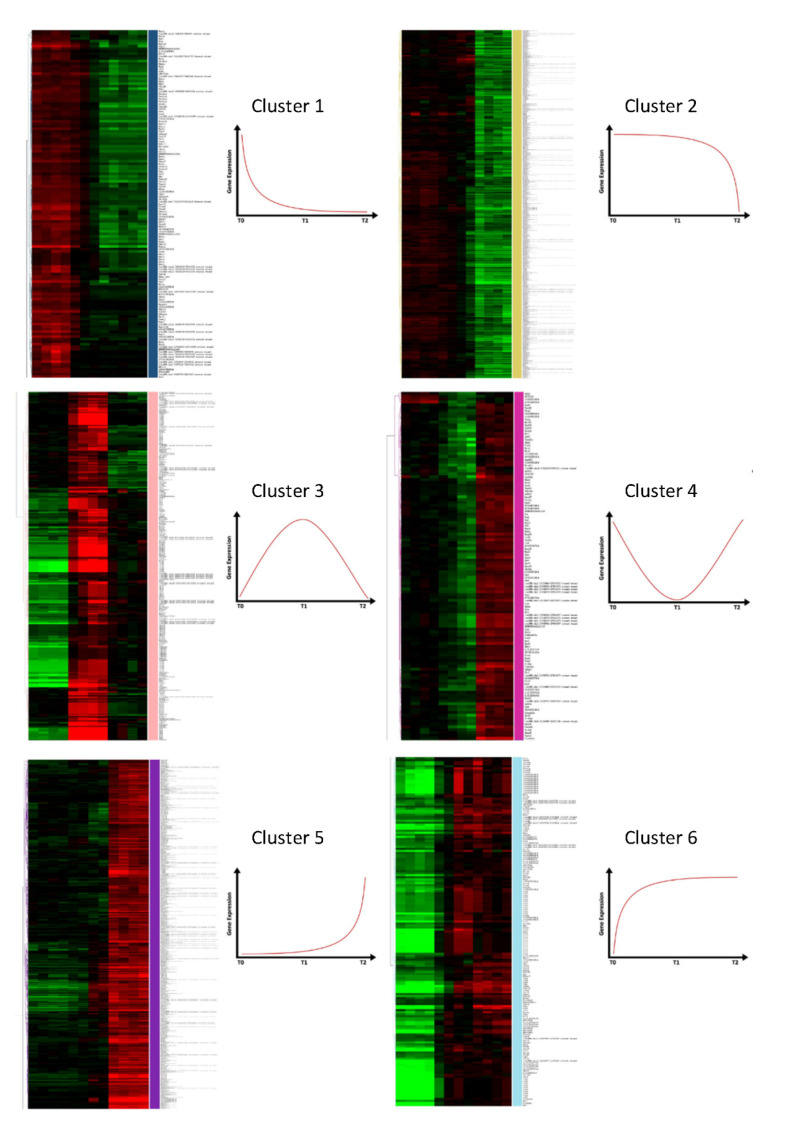
Hierarchical clustering of probes and schematic gene expression profile for each cluster identified in our mouse sepsis model (blue, yellow, light pink, fuchsia, purple, and light blue). A gene’s expression profile corresponding to each heatmap cluster is shown to its right.

**Figure 4:**
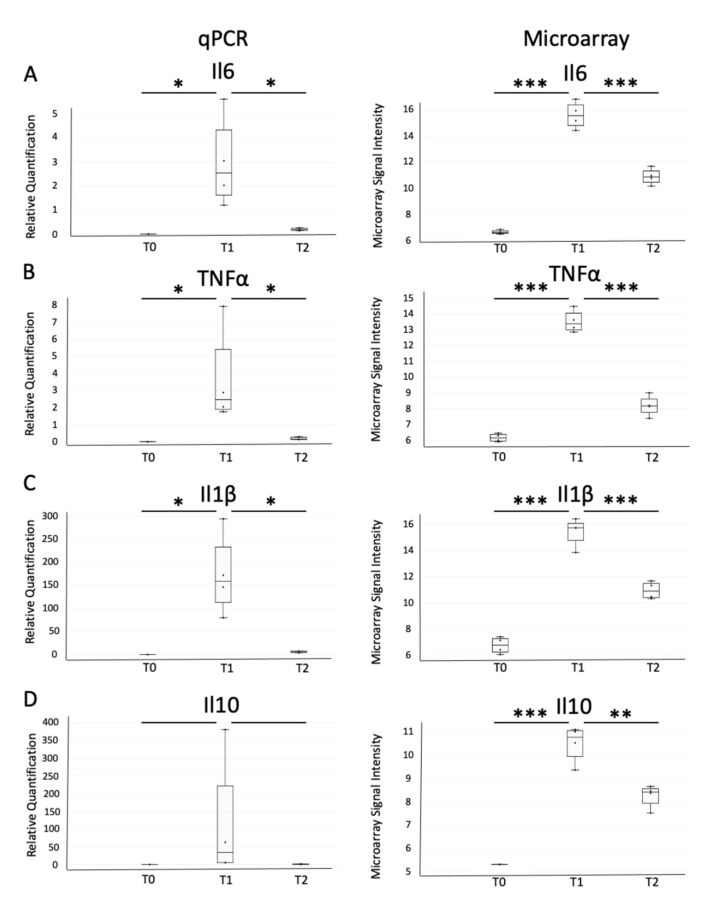
Expression levels of IL6 (**A**), TNFα (**B**), IL1b (**C**), and IL10 (**D**) measured by RT-qPCR (**left**) and with microarray (**right**). For RT-qPCR, values were normalized with the actin transcript. * *p*-value < 0.05, ** *p*-value < 0.01 and *** *p*-value < 0.001.

**Figure 5:**
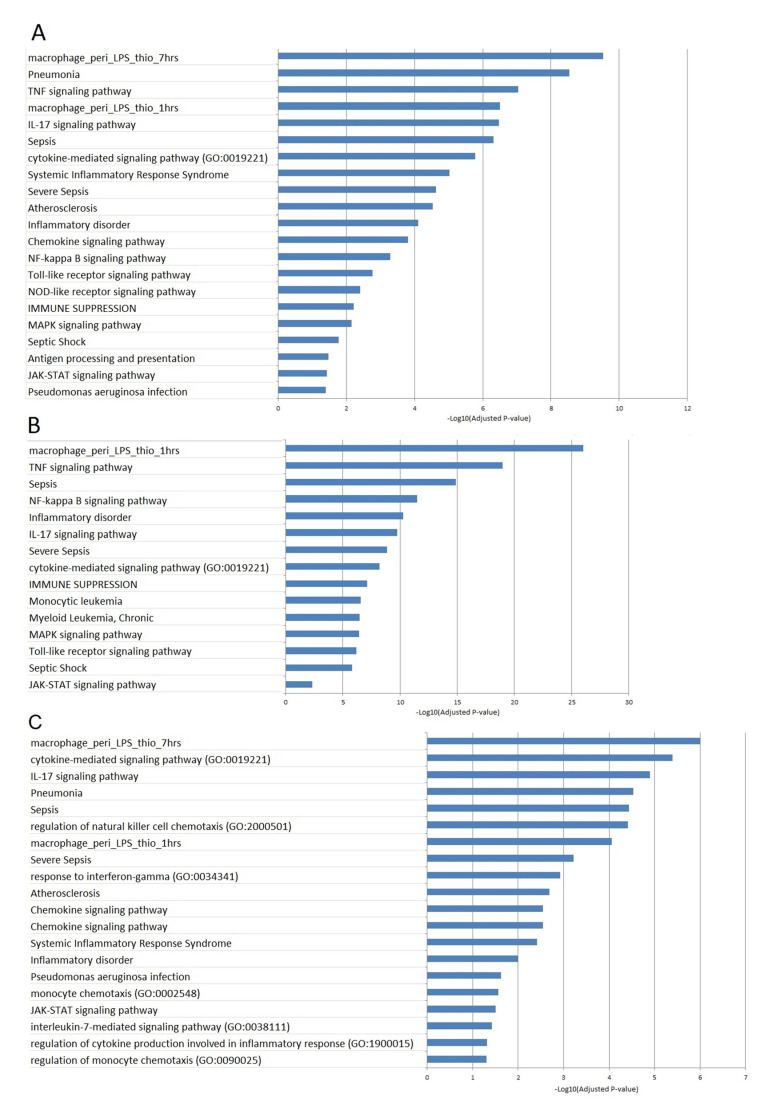
Biological processes identified by functional enrichment analysis for all clusters (**A**), cluster 3 (**B**), and cluster 6 (**C**). The negative log10 of the adjusted *p* value is represented.

**Figure 6:**
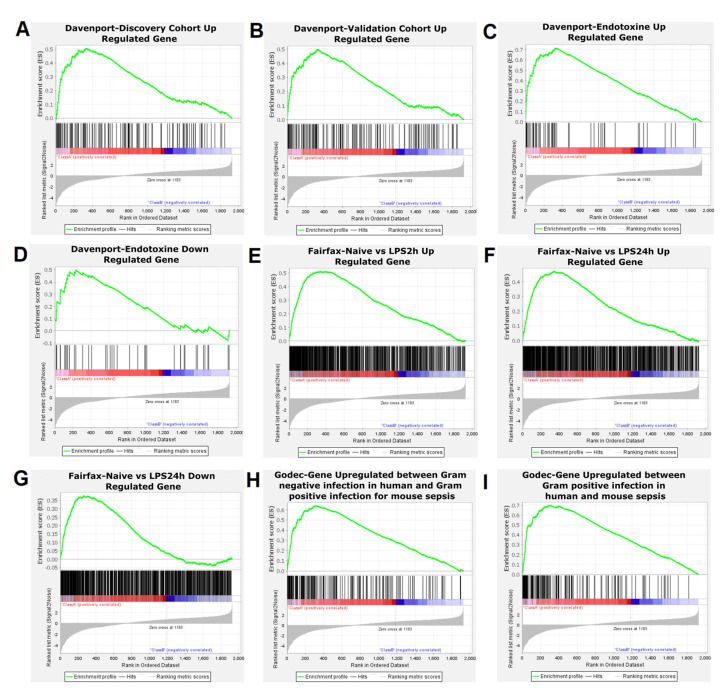
Gene set enrichment analysis (GSEA)-enrichment plots of comparison of our list of mouse differentially expressed genes with significant gene sets identified in three different papers. (**A**) Genes upregulated in the discovery cohort. (**B**) Genes upregulated in the validation cohort. (**C**) Genes upregulated in the endotoxin group (108 individuals from the discovery cohort with an immunosuppressed phenotype that included features of endotoxin tolerance). (**D**) Genes downregulated in the endotoxin group [26]. (**E**) Genes upregulated in 2 h LPS stimulated monocytes compared to naive monocytes. (**F**) Genes upregulated in 24 h LPS stimulate monocytes compared to naive monocytes. (**G**) Genes down regulated in 24 h LPS stimulated monocytes compared to 2 h LPS stimulated monocytes [27]. (**H**) Genes upregulated during Gram-negative infection in human and GRAM positive infection in mouse (GSE19668). (**I**) Genes upregulated in Gram-positive infection in human (GSE9960) or mouse (GSE19668) [28].

**Figure 7:**
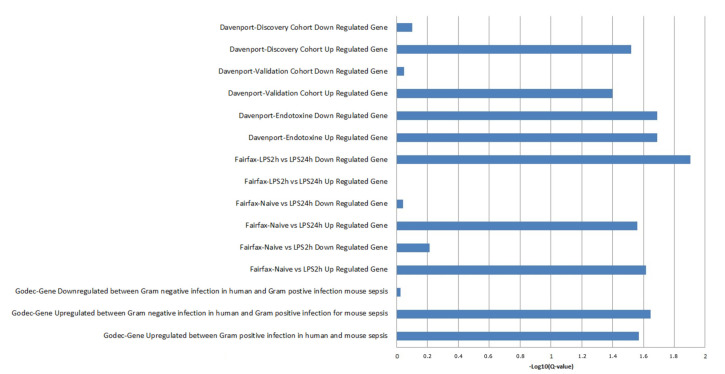
Plot of -log10 (Q-value) of gene set enrichment analysis for GSEA analysis.

**Table 1:** RT-qPCR primers sequences.

Gène	Forward Primer (5′-3′)	Reverse Primer (5′-3′)
β−Actin	TGGAATCCTGTGGCATCCATGAAACC	TAAAACGCAGCTCAGTAACAGTCCG
TNF	GGCAGGTCTACTTTGGAGTCATTGC	ACATTCGAGGCTCCAGTGAATTCGG
IL6	TGGAGTACCATAGCTACCTGGAG	TCCTTAGCCACTCCTTCTGTGACT
IL1β	GTGGTTCGAGGCCTAATAGGCT	AGCTGCTTCAGACACCTTGCA
IL10	GCCCTTTGCTATGGTGTCCTTT	TGAGCTGCTGCAGGAATGATC

**Table 2:** Characteristics of human datasets in the articles of Davenport et al. [26] and Fairfax et al. [27].

	Davenport-Discovery Cohort	Davenport-Validation Cohort	Fairfax- Naive vs. 2 h LPS Stimulated Monocytes	Fairfax- Naive vs. 24 h LPS Stimulated Monocytes	Fairfax- 2 h LPS vs. 24 h LPS Stimulated Monocytes
**Chip/Paper**	Illumina Human-HT-12 version 4 Expression BeadChips with 47,231 probes	Illumina Human-HT-12 version 4 Expression BeadChips with 47,231 probes	Illumina HumanHT-12 v4 BeadChip gene expression array platform with 47,231 probes	Illumina HumanHT-12 v4 BeadChip gene expression array platform with 47,231 probes	Illumina HumanHT-12 v4 BeadChip gene expression array platform with 47,231 probes
**Number of samples**	270 patients with sepsis due to pneumonia and organ dysfunction	114 patients with sepsis due to pneumonia and organ dysfunction	228 individuals/LPS (*E. coli*) for 2 h	228 individuals/LPS (*E. coli*) for 24 h	228 individuals/LPS (*E. coli*) for 2 h or 24 h
**Statistic**	linear regression using limma	linear regression using limma	linear regression using limma	linear regression using limma	linear regression using limma
**Cut-off**	false discovery rate of 0.05 and 1.5-fold change in expression between the two groups	false discovery rate of 0.05 and 1.5-fold change in expression between the two groups	Adjusted *p* value and cut-off fold change of +/−0.5	Adjusted *p* value and cut-off fold change of +/−0.5	Adjusted *p* value and cut-off fold change of +/−0.5
**Gene Differentially expressed**	3080 (331)	2572	2489	2085	2913
**Upregulated genes**	821 (164)	1117	1564	1116	1169
**Downregulated genes**	2260 (167)	1463	925	969	1744
**Common Up/Down**	1 (0)	8	0	0	0

## Data Availability

The transcriptomic data are available in the GEO database (GSE185150). The data used to support the findings of the study are available from the corresponding author upon request.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms23020821/s1.

How the deposited data were processed for this re-analysis (not part of the article)

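Peritoneal cells of 12 mice were measured on Agilent SurePrint G3 mouse arrays with 1 colour, in 3 groups of 4 mice (T0, T1 at 1 h and T2 at 40 h after LPS). For each array the authors deposited spot intensities as the scanner software wrote them: per the file headers, Agilent Feature Extraction produced a mean signal, a processed signal from which the background had been subtracted and which had been corrected for trends across the array, and marks for spots well above background or out of line with the others. These intensities are not normalized between arrays. The authors also deposited a table of log2 values, which per the paper's methods were made with the AgiND package by log2 transformation, quantile normalization, removal of control spots and removal of spots near the noise. Some control spots are still in that table. Table S1 as it was used here holds the first 1999 spots of its list, and these values equal the deposited log2 values centred on each spot's median, with a largest difference of 2.45e-06. Because the list is incomplete, no overlap with it was computed.

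Values were computed in R 4.3.3 with limma 3.58.1, data.table 1.17.8 and jsonlite 2.0.0. The mean signal was log2-transformed and quantile normalized over all 62976 spots of the 12 arrays. Control spots were dropped, spots marked as outliers (between 133 and 202 per array) were left out, and the spots of each of the 432 probes with more than 1 spot were averaged. No spot was saturated. A probe counted as well above background on an array when at least 50% of its spots did. Probes well above background on all 4 arrays of at least 1 group were tested, which kept 22330 of 55681 probes, 24 of them with a missing value. The median mean signal of an array was between 51.0 and 53.4 at T0, between 48.7 and 52.9 at T1 and between 48.0 and 69.5 at T2, and with 4 mice per group the spread between mice limits the precision of each mean. Gene symbols came from the array annotation, and for 26762 probes (48.1%) from a table of RefSeq names of the assembly GRCm38, which was used for names only. Positions are those of the array annotation in NCBI37 (mm9). A gene was represented by its tested probe with the highest mean over the 12 arrays.

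A linear model with the 3 groups was fitted with lmFit and eBayes of limma. The groups were compared by the F-test and by the differences T1 minus T0, T2 minus T0 and T2 minus T1, with Benjamini-Hochberg adjustment over the tested probes and a threshold of 0.05. Single values were compared by exact two-sided permutation tests of 4 mice against 4. A change against a group in which a gene was not well above background on any array is given as a lower bound against the background level. Gene lists were tested with camera (preset correlation 0.01) and fry of limma. Camera's p-values are too small where the genes of a list vary together more than the preset. The 14 lists were markers of macrophages, B cells, T cells, neutrophils, mast cells, NK cells, erythroid cells and mesothelial cells, and genes of the TNF and NF-kappa B response, the interferon response, chemokines, immune suppression, proliferation and early response transcription factors. They were written from general knowledge before the data were examined, but several of their genes also stand in the paper's tables, which had been read. The lists of Table S3 hold human genes that the study had already called in these mice. Pairs of a lincRNA and a nearby gene were those of Table S4, and their mean r was compared with 100000 random pairings.

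Named genes are *Tnf*, *Il1b*, *Il6*, *Il10*, *Actb*, *Malat1*, *Neat1*, *Bcl6*, *Herc6*, *Asxl1* and *Crabp2*, which the paper names, *Ifng*, and for T1 and T2 the 5 genes with the largest rise and the 5 with the largest fall against T0. The latter had to pass the adjusted p, be well above background on all 8 arrays and show no overlap between the mice of the 2 groups. Values of Table S1 had been seen before this rule was written.

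Arrays were assigned to 3 slides by their array identifiers. Slide was used as a block, and differences within slides were computed. The alternatives were the processed signal with quantile normalization, the processed signal scaled to its 75th percentile, normexp background correction with an offset of 50, no filter on dim probes, a filter on spots positive and significant over background, outlier spots kept, spots not averaged, slide or replicate number as a block, a model of only the 2 groups compared, the authors' log2 values, a change of at least 2-fold, an adjusted p of 0.001, SAM, the mean of all probes of a gene, other distances, centrings and probe sets for the similarity of arrays, Spearman's rho, pairs called by the study, pairs within 50 kb, and each mouse left out in turn. A mean over all probes of a lincRNA and deviations from the group means were added after the data were seen. The steps were tested on simulated data with 200 changed probes of 22306. There the 3 contrasts recovered between 89.0 and 94.0% of 4-fold and between 49.0 and 58.0% of 2-fold changes, the F-test 87.0 and 47.0%, and SAM 79.0 and 16.0%. Between 2.78 and 9.82% of the calls on simulated data were false. RT-qPCR values were not among the deposited files and were not analysed. GREAT and Enrichr were not run again.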

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

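The tests of a lower share of macrophages alone and of red cell genes were chosen after the results they measure had been seen.

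In 5 of 177 groups of 4 mice, 1 mouse lay far from the others, where chance alone puts about 1 in 20 groups in this state. In *Trim47*, T0 replicate 2 was at 11.96 and the other T0 mice between 12.43 and 12.46. For the immune suppression genes, T0 replicate 3 was at 9.41 and the others between 9.45 and 9.46, a small gap on the log2 scale. In *Garnl3*, T1 replicate 4 was at 10.25 and the other T1 mice between 12.26 and 12.62. For the TNF and NF-kappa B response genes, T2 replicate 3 was at 10.32 and the others between 10.65 and 10.70. No technical or biological explanation was tested for these 4.

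For the erythroid markers, T2 replicate 1 was at 18.39 and the other T2 mice between 8.89 and 9.76. Of the 8 genes of the list 3 were tested. *Hbb-bt*, *Hba-a1* and *Alas2* were at 18.31, 18.57 and 18.28 in T2 replicate 1. The same 4 of the 12 mice (T0 replicate 4, T1 replicates 1 and 4 and T2 replicate 1) were highest in each of these red cell genes, as blood in the peritoneal wash would give. Blood in the peritoneal wash is therefore a candidate explanation (4 mice were the highest of the 12 for each of the 3 genes), and these mice belong to every group. Red cell genes that rise for another reason in the same mice were not tested and stay open. Without T2 replicate 1 the erythroid markers stood 0.33 above the other genes at T2, against 2.60 with it, and neither value passed.

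Of 29 named genes 22 differed between T2 and T1. Lower at T2 than at T1 were *Tnfsf9* (-6.13), *Tgfb2* (-5.38), *Tnf* (-5.13), *Il6* (-4.72), *Garnl3* (-4.71), *Il1b* (-4.51), *Cd5l* (-4.16), *Ltbp1* (-4.05), *Cxcl1* (-3.99), *Vsig4* (-3.89), *Il10* (-2.09), *Bcl6* (-2.01), *Trim47* (-1.34), *Neat1* (-1.08) and *Asxl1* (-0.93). Higher at T2 than at T1 were *Lcn2* (5.45), *Ctla2a* (5.33), *Crabp2* (2.15), *Malat1* (1.84), *Herc6* (1.60), *Ifng* (1.18) and *A130014A01Rik* (0.74). *Trim47*, *Neat1* and *A130014A01Rik* lost the call with slide as a block. *Trim47* and *A130014A01Rik* also lost it under other alternatives. Examples are *Trim47* without T1 replicate 2 (-0.83, adjusted p = 0.0729) and *A130014A01Rik* without T2 replicate 1 (0.54, adjusted p = 0.0765). In *Trim47* the T1 and T2 mice overlapped (exact permutation test, p = 0.0857). A second probe of *Ltbp1* changed by -0.51 from T1 to T2.

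Chance as the cause of the counts of probes is argued against, but not excluded. With 35 splits, the smallest share that the real one can reach is 1 of 35. Every other split mixes mice of the groups compared. Where the groups differ, this widens the spread within each part and so lowers the count. Of 35 splits of the T0 and T1 mice into groups of 4, 1 gave as many probes as the real one (itself), and the largest other split gave 1 probe. The same held for T2 against T0 (1 of 35, largest other 0), for T2 against T1 (1 of 35, largest other 14) and for the 3 groups (1 of 100 splits, largest other 1478). The tables also argue against the slide as the whole cause, since with slide as a block 81.6% of the probes called at T2 against T0 and 72.1% of those called at T1 against T0 kept call and direction. From T1 to T2, 70.1% of the called probes kept them.

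Probes lower at T2 outnumbered probes higher at T2, and the macrophage markers fell with them. Their mean log2 change at T2 was -2.48, which would fit a change in the cell types collected. A lower share of macrophages alone is argued against, since it would raise the markers of every other cell type alike, while the B cell markers changed by -1.48 and the neutrophil markers by 2.60. A lower expression of these genes within the cells, and a change in several cell types at once, were not told apart by these values and stay open.

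Signals of lists that the paper did not analyse were above the T0 mice. The neutrophil markers rose by 2.71 at T1 (camera, adjusted p = 6.15e-11) and by 2.60 at T2 (adjusted p = 0.000188), with 2 of the 14 genes not well above background on any T0 array. Among their brightest probes, which do not rank the abundance of different genes, *Lcn2* was at 8.76 at T0, 12.58 at T1 and 18.02 at T2, *S100a9* at 12.40, 16.67 and 16.93, and *S100a8* at 10.26, 14.57 and 14.55, while *Csf3r*, at 14.55 at T0, changed by only 0.31 at T2. Of this list 4 genes stand in the lists of Table S3. The proliferation genes, 15 tested of 16, rose by 0.97 at T2 (adjusted p = 1.80e-05), with 11 genes called and 12 adjusted over the list alone. The NK cell markers, 7 tested of 9, rose by 1.02 at T2, with 3 genes called in both ways, which did not pass (camera, adjusted p = 0.0619). Their brightest probes at T2 were those of *Gzma* (9.63 at T0, 11.80 at T2) and *Nkg7* (10.97 and 11.53). The mesothelial markers, 6 tested of 9, rose by 1.05 at T2, with 1 gene called in both ways, which did not pass (adjusted p = 0.116). Their brightest probe at T2, that of *Msln*, was at 7.00 at T0 and 10.73 at T2. For each of these 4 lists all T2 mice lay above all T0 mice, and for the neutrophil markers all T1 mice too (exact permutation test, p = 0.0286). Cells of other types entering the peritoneal cavity may give such a rise (the macrophage markers at T2 with -2.48 show that marker lists moved), and so may expression within resident cells. Which of them holds was not tested.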

How the results depend on the processing

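The tests on deviations from the group means and on the mean of all probes of a lincRNA were chosen after the data were seen, and all other alternatives before.

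Over 146 results and 3292 values under alternatives, 3200 stayed. For a result with a test this means the same direction and side of the threshold, for a count a value within 1.5 times, and for the sample similarity, which has no threshold, a shift of less than the spread between mice (the sign alone for the Euclidean distance). Of the rest, 14 counts moved further, 47 values lost a call, 16 gained one and 15 changed direction. The mean r of lincRNA pairs (26 values, from 0.150 to 0.355, and from 0.16 to 0.18 with a mouse left out) stayed above that of random pairings, with a permutation p of at most 0.00223. The sample similarity, the distance of T1 to T2 minus that to T0 (26 values, from -0.028 to 0.466 apart from the Euclidean distance with 34.7 on its own scale, and from -0.24 without T2 replicate 3 to 0.29 with a mouse left out) moved by less than the spread between mice, but its sign changed with the probes of the SAM list, without T1 replicate 2 and without each of the T2 mice. For the human lists 551 of 552 values stayed. The cause was not tested where none is named.

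The count of probes at T1 against T0 (1220) was 709 without the filter on dim probes, where 55681 probes are tested, and 666 with only the 2 groups in the model, which leaves fewer arrays. With a mouse left out it ranged from 455 (without T1 replicate 1) to 4577 (without T1 replicate 2). It was 544, 489, 456 and 480 without T0 replicates 1 to 4, and 635 without T1 replicate 4. The 4577 probes include all of the 1220. The count of probes that differed among the 3 groups (10305) was 3155 with SAM, 3641 with SAM on spots that were not averaged, and 3186 at an adjusted p of 0.001, the last being stricter by construction. A change of at least 2-fold was met by 4562 of the probes called at T2 against T0 and by 3467 of those called at T2 against T1.

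With the replicate block, the counts were 1333 (T1 against T0), 9759 (T2 against T0), 7790 (T2 against T1), 10556 (all 3 groups) and 984 (lincRNA probes). The similarity was 0.035 and the mean r of the lincRNA pairs 0.171. In the paper and the labels, replicates share only a number across groups. The correlation of their deviations from the group means was above 0.1 in 6 of 12 comparisons, between -0.15 and 0.29, with all 3 of replicate 2 above 0.1. Since not every pair was above 0.1, the numbers were not taken to pair the mice, but a weak link between mice of the same number is not excluded.

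*Actb* at T1 had a log2 change of 0.04, but -0.0093 with the processed signal and -0.0092 with the authors' values. With a mouse left out it ranged from -0.024 (without T0 replicate 2; it was -0.019 without T1 replicate 1) to 0.11. From T1 to T2 it was 0.00049 with the processed signal. No *Actb* value from T1 to T2 passed by limma, with a lowest adjusted p of 0.401 over the alternatives. For the other named genes, the ranges that follow are those with a mouse left out. The change of *Crabp2* at T1 ranged from -0.071 (without T1 replicate 4) to 0.39, and it was 0.41 with slide as a block. For *Fut7* the change from T1 to T2 ranged from -0.37 (without T1 replicate 4) to 0.61, and was -0.12, -0.0020 and -0.11 without T1 replicate 1, T1 replicate 3 and T2 replicate 4. For *Acod1* it ranged from -0.063 (without T1 replicate 2) to 0.89. None of these values passed. The 42 values that lost a call among named genes belong to *Neat1*, *Bcl6*, *Asxl1*, *Trim47*, *Sesn1* and *A130014A01Rik*.

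The genes of dendritic and memory T cell sets at T2 ranged from 0.66 (without T2 replicate 1, adjusted p = 0.0566) to 0.78 with a mouse left out, with adjusted p from 0.0299 to 0.0566 over the alternatives. All list values here are differences from the other genes. The T cell markers at T2 ranged from -0.013 (without T0 replicate 2) to 0.21, and the proliferation genes at T1 from -0.022 (without T1 replicate 3; -0.0040 without T0 replicate 1) to 0.17. The mast cell markers ranged at T1 from 0.37 (without T1 replicate 4, adjusted p = 0.110, lowest over the alternatives 0.000293) to 1.21, and at T2 from -0.32 to 0.090 (without T2 replicate 1). With a mouse left out, the NK cell markers at T1 ranged from 0.27 (without T1 replicate 4, adjusted p = 0.110, lowest over the alternatives 0.00414) to 0.79. Over all alternatives the NK cell markers reached 0.84 at T1. At T2 they passed with the processed signal scaled to its 75th percentile (1.35, adjusted p = 0.0495), with slide as a block (1.18, adjusted p = 0.0318) and with only the 2 groups (1.04, adjusted p = 0.0277), with adjusted p up to 0.147 over the alternatives. With a mouse left out they ranged from 0.92 to 1.14 (without T2 replicate 4) and passed without T0 replicate 1, T0 replicate 2, T1 replicate 4, T2 replicate 3 or T2 replicate 4. The mesothelial markers at T1 were 0.87 with only the 2 groups (adjusted p = 0.0510) and ranged from 0.35 (without T1 replicate 4, adjusted p = 0.0847, lowest over the alternatives 0.000794) to 1.23. At T2 they passed with only the 2 groups (1.08, adjusted p = 0.0258, highest over the alternatives 0.230). The early response transcription factors at T2 ranged from 0.53 to 0.76 and passed only without T2 replicate 3 (adjusted p = 0.0467, highest over the alternatives 0.200).

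Dim signal limits what can be seen. Of 55681 probes 22330 were well above background in a whole group, and *Il10* was so on no T0 array. For *Il10* the fitted log2 change at T1 was 4.88, and 7.93 with the processed signal scaled to its 75th percentile, and neither is a bound.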

Differences from the paper's values

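Nothing in this part was chosen after the data were seen.

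The paper gives 3169 probes that differed, and 10305 were found here by limma's F-test. Of 25 alternatives set before the data were examined, 3 do not differ from the paper's value: SAM on averaged probes (3155), SAM on spots not averaged (3641) and an adjusted p under 0.001 (3186). The other 22 differ. The paper's methods name SAM with a median FDR of 0. Its 25880 probes are spots, so its 3169 is a count of spots too. The value in the same unit is 3641, and 3155 counts averaged probes. The same 3 alternatives, and no other of the 25, do not differ from the paper's value for the next 3 counts. The paper gives 2361 genes, and 8424 were found here (2716 with SAM, 2826 with SAM on spots not averaged, 2760 at 0.001). It gives 130 lincRNAs, and 545 were found here (142, 148 and 150 in the same order). It gives 40 differing genes near lincRNAs, and 91 were found here (44, 45 and 47).

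For *Tnf* the values of the paper's Table S1 give a log2 change of 7.38 at T1, and 6.59 was found here. At T2 the paper's value is 2.03, and 1.46 was found here. Of 46 values under alternatives set before the data were examined, 15 do not differ from the paper's and 31 do. Those that do not differ at T1 are the processed signal (7.35), its scaling to the 75th percentile (7.45), the authors' log2 values (7.37), slide as a block (6.65), only the 2 groups (6.66), without T1 replicate 1 (6.71) and without T1 replicate 4 (6.85). At T2 they are the processed signal (1.98), its scaling to the 75th percentile (2.01), the authors' log2 values (2.02), without T0 replicate 3 (1.51), without T0 replicate 4 (1.49), without T1 replicate 4 (1.48), without T2 replicate 3 (1.68) and without T2 replicate 4 (1.52). A log2 change is taken to differ when its sign is another or the gap exceeds the larger SD of the mice of the 2 groups, and a count when one is more than 1.5 times the other. The values for *Il1b*, *Il6*, *Neat1*, *Bcl6* and *Asxl1* do not differ from the paper's. Under the alternatives 6 of 46 values for *Il1b* and 9 of 46 for *Il6* do, and none of 44 for each of the other 3. *Il10* was at background at T0, so its exact change is not compared.

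The paper states that *TNF* and *IL10* were upregulated at 1 h and not at 40 h. At T2 the log2 change of *Tnf* was 1.46 (adjusted p = 0.00378) and *Il10*, at background at T0, was at least 5.10-fold higher (adjusted p = 2.37e-05), and both were lower than at T1.

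In the paper's Fig. 2 the T1 and T2 samples join before the T0 samples, and the text states that T1 and T2 lay closer to each other. Here 2 of 4 T1 mice lay closer to T2 and 2 closer to T0. At 2 clusters the T1 mice fell with T2 in 6 of 27 settings (the probes of the SAM list, without T1 replicate 2, and without each of the T2 mice), with T0 in 6, and were split in 15. T0 and T2 mice were apart in all 27.

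The paper's Table S4 places the lincRNAs near *Bcl6* and *Crabp2* in the same cluster as the gene. At T2 the brightest probe of the first was called higher (1.31) and *Bcl6* lower (-1.04), while at T1 *Bcl6* and 5 of the 6 tested probes of that lincRNA were called higher. That brightest probe did not pass the F-test among the 3 groups (adjusted p = 0.0616), and 5 of the 6 did. The brightest probe of the second was called lower at T2 (-0.67) and *Crabp2* higher (2.39), while 3 other probes of that lincRNA were called higher. This brightest probe did not pass the F-test either (adjusted p = 0.0836), and 3 of the 5 did.

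In the GSEA sheets of Table S3 for T2, no list passes the q value of 0.05. Here 9 of the 12 lists were called higher than the other genes at T2 by camera. These were the other genes of the same study, or for the Godec lists all other matched genes of the sheet. This is another comparison than that of GSEA. For the genes of endotoxin tolerance, the names upregulated and downregulated are exchanged between the sheet of common genes and the other sheets of Table S3. The genes used here as upregulated are those of the sheet of common genes, which by their number are the ones described with a positive log2 fold change.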

Other observations

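The 4 tests of the spread among the T1 mice, and the genes compared between T1 replicates 1 and 4 and the other 2, were chosen after the result was seen. The test by strand was planned, and the mean of all probes of a lincRNA and the deviations from the group means were added after the data were seen.

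The T1 mice lay further from each other (mean distance 0.62) than the mice of T0 or T2 (0.12 each). The slide is argued against as the cause, since T1 replicates 1 and 2, which share a slide, lay 0.94 apart, further than 4 of the other 5 pairs of T1 mice. Dim signal on some arrays is argued against too. Among the 7663 probes that differed among the groups and were well above background on all 12 arrays, the distance to T2 minus that to T0 still ranged over 1.52 among the T1 mice. A different mix of cells in each T1 mouse cannot be told apart from other causes. T1 replicates 1 and 4, the 2 that lay closer to T2, were higher than T1 replicates 2 and 3 in the red cell gene *Hba-a1* (15.82 and 15.92 against 10.63 and 9.17), in the mast cell markers (12.35 and 13.03 against 10.55 and 11.28) and in the mesothelial markers (8.35 and 9.66 against 7.22 and 7.05). They were also higher in the neutrophil markers (12.46 and 11.17 against 9.53 and 10.22) and the NK cell markers (8.62 and 9.49 against 7.94 and 8.01). In the macrophage markers they were lower (13.01 and 12.19 against 13.71 and 13.52). The B cell and T cell markers did not separate these mice. T2 replicate 1 was highest in *Hba-a1* (18.57), while no 2 T2 mice lay further apart than 0.139. For 7 of 8 cell type lists the range among the T1 mice was wider than in 95% of random lists, but this also held for 6 lists at T0 and 6 at T2. A different stage of the LPS response in each T1 mouse cannot be told apart either. The TNF and NF-kappa B response genes ranged wider than 100% of random lists, but the early response transcription factors only wider than 88.3%. How much LPS each mouse took up was not tested.

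Pairs of a lincRNA and a gene on the same strand had a mean r 0.204 higher than pairs on opposite strands (permutation test, p = 0.0308). This is consistent with transcription of the gene running into the lincRNA in some pairs, as well as with shared regulation of close genes, which was not tested. With the mean of all tested probes of a lincRNA, the mean r over 181 pairs was 0.173 (permutation test, p = 0.00012).

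The mast cell markers, 9 tested of 10, changed by 0.77 at T1 (camera, adjusted p = 0.00859; fry, adjusted p = 0.266) and by -0.12 at T2 (camera, adjusted p = 0.815). The NK cell markers changed by 0.58 at T1 (camera, adjusted p = 0.0106; fry, adjusted p = 0.195). The mesothelial markers changed by 0.86 at T1 (camera, adjusted p = 0.00863; fry, adjusted p = 0.185). The erythroid markers changed by 1.70 at T1 (camera, adjusted p = 0.299) and by 2.57 at T2 (adjusted p = 0.398). The proliferation genes changed by 0.06 at T1, with a median of -0.0040 (camera, adjusted p = 0.432).

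The first 2 principal components of the tested probes held 51.4 and 22.3% of the variance.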
